# Ribosome biogenesis disruption mediated chromatin structure changes revealed by SRAtac, a customizable end to end analysis pipeline for ATAC-seq

**DOI:** 10.1186/s12864-023-09576-y

**Published:** 2023-09-01

**Authors:** Trevor F. Freeman, Qiuxia Zhao, Agustian Surya, Reed Rothe, Elif Sarinay Cenik

**Keywords:** Nucleolus, ATAC-seq, Chromatin accessibility, C. elegans, RNA polymerase I, ATAC-seq analysis pipeline

## Abstract

The nucleolus is a large nuclear body that serves as the primary site for ribosome biogenesis. Recent studies have suggested that it also plays an important role in organizing chromatin architecture. However, to establish a causal relationship between nucleolar ribosome assembly and chromatin architecture, genetic tools are required to disrupt nucleolar ribosome biogenesis. In this study, we used ATAC-seq to investigate changes in chromatin accessibility upon specific depletion of two ribosome biogenesis components, RPOA-2 and GRWD-1, in the model organism *Caenorhabditis elegans*. To facilitate the analysis of ATAC-seq data, we introduced two tools: SRAlign, an extensible NGS data processing workflow, and SRAtac, a customizable end-to-end ATAC-seq analysis pipeline. Our results revealed highly comparable changes in chromatin accessibility following both RPOA-2 and GRWD-1 perturbations. However, we observed a weak correlation between changes in chromatin accessibility and gene expression. While our findings corroborate the idea of *a feedback mechanism between ribosomal RNA synthesis, nucleolar ribosome large subunit biogenesis, and chromatin structure during the L1 stage of C. elegans development, they also prompt questions regarding the functional impact of these alterations on gene expression.*

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09576-y.

## Introduction

 While many general next-generation sequencing (NGS) analysis pipelines have been developed to simplify and increase the reproducibility of data analysis, there is still a need for fully customizable end-to-end pipelines that can cater to specific data types. One widely used NGS analysis technique is ATAC-seq, which identifies regions of high chromatin accessibility across the genome and enables differential analysis of chromatin structure between groups [1, 2]. However, current NGS analysis pipelines for ATAC-seq [3–6] have limitations, such as not including useful quality control (QC) steps for common model organisms, being restricted to a narrow set of reference genomes, not providing end-to-end analysis from raw reads to usable data, and not allowing for customization to keep up with new data analysis practices.

Here, we present SRAlign and SRAtac, two NGS data processing pipelines for ATAC-seq analysis that are reproducible, configurable, and extensible. Built on the Nextflow platform [7], SRAtac allows for end-to-end analysis of ATAC-seq data, including QC metrics, read filtering, peak calling, merging, and quantification. The pipelines are designed to be organism agnostic, compatible with any reference genome, and provide the option to run end-to-end from raw reads to peak counts or to perform downstream analysis steps on aligned data. Additionally, the pipelines have an extensible design which allows for the incorporation of new analyses or default parameters to stay current with emerging best practices in ATAC-seq analysis.

To better analyze ATAC-Seq data from *Caenorhabditis elegans*, a commonly used model organism for genome-wide ATAC-seq and ChIP-seq experiments, SRAtac offers unique functionalities not found in existing approaches. These functionalities include accounting for bacterial contamination, which is important since *C. elegans* is typically grown on a lawn of *E. coli*.

In this study, we used SRAtac to explore the relationship between chromatin structure and ribosomal RNA transcription in *C. elegans*. The relationship between nuclear chromatin and ribosomal RNA (rRNA) transcription is an essential aspect of cellular function, as it is directly related to the regulation of gene expression and protein synthesis. rRNA transcription occurs in the nucleolus, a specialized subnuclear compartment where early ribosome biogenesis takes place. The nucleolus forms around tandemly repeated ribosomal DNA (rDNA) sequences, which are transcribed by RNA polymerase I (Pol I) to produce rRNA(reviewed in [8]).

There is increasing evidence suggesting that rRNA transcription and ribosome biogenesis can impact global chromatin structure and dynamics. For instance, changes in ribosomal DNA (rDNA) copy numbers, which can affect nucleolus size, have been linked to the loss of heterochromatin-induced gene silencing throughout the genome [9, 10]. This implies that rDNA might have an epigenetic role in regulating gene expression. In addition, in metazoan organisms, the nucleolus is known to anchor specific regions of heterochromatin, called Nucleolar Associated Domains (NADs) [11–14]. However, it is still unclear whether the maintenance of NAD-associated heterochromatin is dependent on an intact nucleolus structure or active ribosome biogenesis. This is further complicated by the fact that the nucleolus also plays a role in ribosome synthesis, making it challenging to differentiate the effects of nucleolar structure disruption from those caused by protein synthesis.

To address these potential mechanisms, we depleted the RNA polymerase I component, RPOA-2, and a nucleolar ribosome biogenesis factor, GRWD-1, in embryogenesis and the first larval stage of post-embryonic development in *C. elegans* [15]. We hypothesized that disruptions in ribosomal RNA transcription or nucleolar large subunit assembly could alter chromatin structure and result in further changes in gene expression. By studying this relationship, we aim to shed light on the mechanisms underlying gene expression regulation during post-embryonic development. Additionally, understanding the feedback loop between chromatin and ribosome biogenesis in *C. elegans* could have broader implications for our understanding of how cells regulate gene expression and adapt to changes in their environment.

Our findings demonstrate that the depletion of proteins involved in ribosomal RNA transcription and nucleolar ribosome large subunit biogenesis leads to similar changes in chromatin accessibility during the L1 stage of post-embryonic development. We specifically observed comparable changes in chromatin accessibility upon the specific depletion of RPOA-2, and GRWD-1 in *C. elegans* [15]. These results indicate that nucleolar ribosome biogenesis has a crucial impact on the formation of chromatin structure during this developmental stage.

It is known that the nucleolus is an essential organelle that plays a critical role in ribosome biogenesis, which is necessary to produce functional ribosomes and the regulation of protein synthesis. Our results suggest that nucleolar ribosome synthesis also has a significant impact on the structure of chromatin, which can play a crucial role in shaping the gene expression program of cells. This is particularly important during post-embryonic development, as the organism is transitioning from a growth quiescence capable stage to adulthood with fully differentiated somatic and germline tissues. Our results highlight the importance of studying the relationship between ribosome biogenesis and chromatin structure to gain a deeper understanding of the regulation of gene expression.

## Results

### Implementation of SRAlign and SRAtac

SRAlign and SRAtac are two pipelines for NGS data processing that are built on the Nextflow platform. Nextflow is a workflow management software that simplifies the development of portable and reproducible bioinformatics workflows [7]. These pipelines were designed to be reproducible, configurable, and extensible, making them fully customizable end-to-end pipelines for specific data types.

SRAlign consists of a central processing workflow that carries out a range of NGS pre-processing steps, including read quality control, sequence alignments, library complexity, and sample reproducibility (Figure S1). This workflow currently supports two short read aligners, Bowtie2 and HISAT2 [7, 16]. SRAlign was designed to be extensible, allowing experienced users to add new modules to expand the workflow or build entirely new workflows on top of it. The workflow's parameters can be fully modified through Nextflow configuration files, YAML or JSON parameter files, or command line options.

SRAtac is an extension of SRAlign specifically designed for ATAC-seq data analysis [1, 2]. SRAtac comprises integrated processing and QC workflows that perform important steps in ATAC-seq data analysis, including filtering uninformative reads, generating coverage tracks in bigWig format, peak calling with MACS2 [17], peak merging, and read quantification for each peak (Fig. 1) [6]. The pipeline includes sensible default parameters for all ATAC-seq analysis steps, such as using the Nextera transposase insertion sequence as the default adapter sequence for trimming and a fragment length cutoff of 2,000 bases for sequence alignment using Bowtie2.

**Fig. 1:**
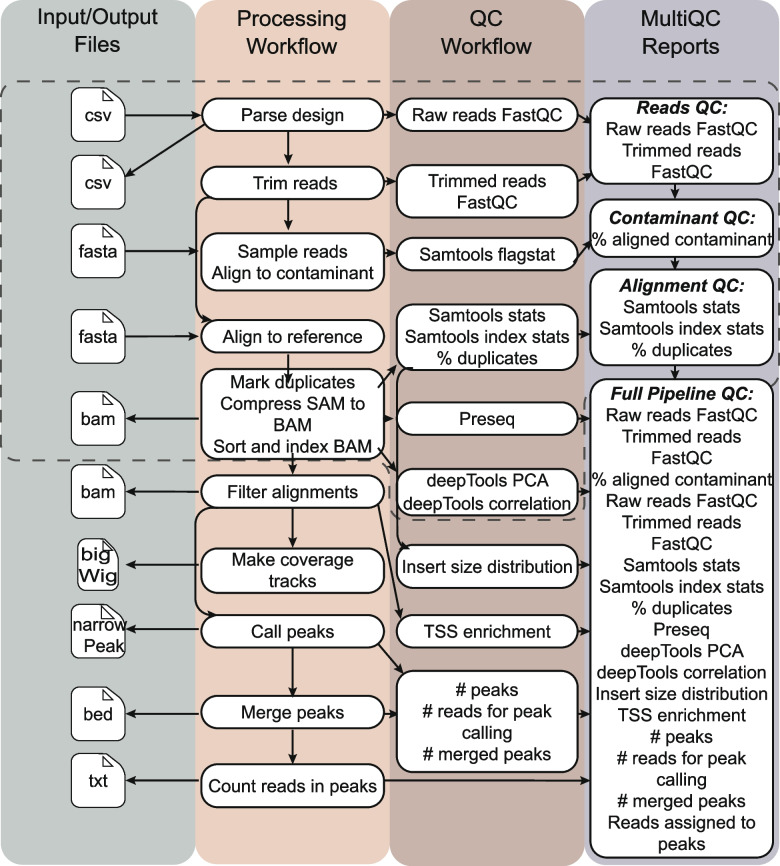
SRAtac extends SRAlign with ATAC-seq specific processing and quality control (QC) workflow steps. SRAlign steps are outlined with a dashed line. ATAC-seq specific processing and QC steps extend the SRAlign pipeline for analysis of ATAC-seq samples

Processing steps include filtering uninformative reads (unmapped reads, reads mapping to mitochondrial chromosome, and those with low mapping quality), generating coverage tracks in bigWig format, peak calling with MACS2 [17], peak merging, and read quantification for each peak. The SRAtac QC workflow reports metrics including insert size distribution with transcription start site (TSS) enrichment. Similar to SRAlign, these QC metrics are written to a final MultiQC report for easy and interactive review [18]. Similar to SRAlign, SRAtac was designed to be extensible, allowing users to add new modules to expand the pipeline or build entirely new pipelines on top of it.

Both SRAlign and SRAtac are available as public repositories on GitHub, (https://github.com/trev-f/SRAlign,https://github.com/trev-f/SRAtac), allowing users to access the code, make modifications, and contribute to the development of these pipelines. Overall, these pipelines provide fully customizable and reproducible NGS data processing pipelines for specific data types, making them valuable tools for researchers in the field of genomics.

### SRAtac recapitulates key features of ATAC-seq data

We evaluated the performance of SRAlign and SRAtac by using publicly available RNA-seq and ATAC-seq datasets from *C. elegans*. First, we used two capped nuclear RNA-seq datasets from wild-type *C. elegans* embryos (GSM3142773 and GSM3142774, [19]) and processed them using SRAlign with default parameters and HISAT2 as the aligner to the ce10 reference genome. Both datasets were sampled to 200,000 total reads to test the software, and the resulting alignment rates were high with low *E. coli* contamination (Figure S2A). Our analysis of the distribution of reads mapped to each chromosome showed that the reads were biased towards aligning to chromosome I with the expected distribution within genes (Figure S2B, C).

Furthermore, we evaluated SRAtac using previously published ATAC-seq datasets from hmg-3 RNAi-treated wild-type L4 stage *C. elegans* (GSM2715417 and GSM2715418, [20]). Our analysis revealed an overrepresentation of reads on chromosome I, which is consistent with the abundance of reads that align to the rDNA locus (Fig. 2A). Additionally, we observed an overrepresentation of reads mapping to mitochondrial DNA (chrM), which is a common feature of ATAC-seq datasets due to the mitochondrial DNA being more efficiently tagmented than the nuclear chromosomes as it is not packaged into chromatin [21]. Insert length distribution and example genome browser snapshots of detected peak regions in comparison to aligned reads are also shown (Fig. 2B,C). These results demonstrate the suitability and reliability of SRAlign and SRAtac for processing and analyzing RNA-seq and ATAC-seq data from *C. elegans*.

**Fig. 2:**
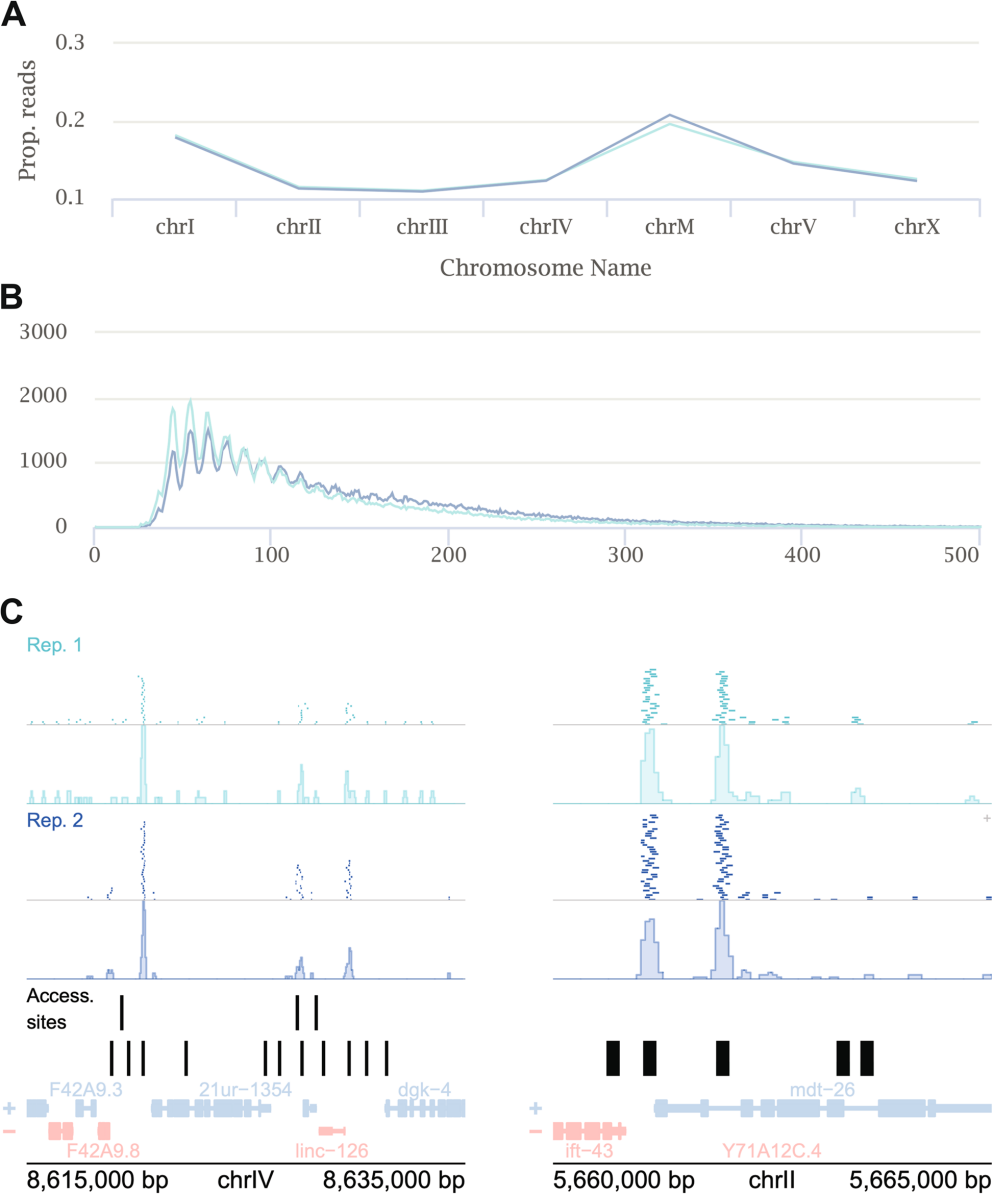
SRAtac captures key features of ATAC-seq data. **A** Proportion of aligned reads aligned to each chromosome. The light and dark blue color indicates two different replicates of ATAC-seq from Janes et al. 2018 [19]. chrM indicates mitochondrial DNA. **B** Insert size distribution of aligned ATAC-seq reads. **C** Genome browser snapshots of ATAC-seq alignments and bigWig coverage tracks for both replicates with published accessibility sites [19] and RefSeq genes

Our evaluation of publicly available datasets demonstrates that SRAtac accurately captures important characteristics of ATAC-seq data. Notably, these results also indicate that SRAlign is not limited to processing RNA-seq data, as it performs equally well on DNA-seq data. Therefore, SRAlign is a versatile and adaptable tool for short read NGS alignment, capable of serving as the foundation for more specialized pipelines.

### Ribosomal RNA transcription and Nucleolar Large Subunit ribosome biogenesis regulate chromatin accessibility at L1 stage of post-embryonic development in *caenorhabditis elegans*

To investigate the chromatin level consequences of nucleolar perturbations, we employed an auxin inducible degradation (AID) system to specifically target RNA polymerase I and nucleolar large ribosome assembly at L1 stage in *C. elegans*. The AID system utilizes an AID degron cassette integrated into the genomic loci of a coding region of interest, where its protein product can be depleted upon expression of an auxin receptor F-box protein TIR1 and in the presence of auxin (IAA, Indole-3-acetic acid) [22, 23]. We integrated a degron-GFP cassette into the N-terminus of the second largest subunit of RNA polymerase I (*rpoa-2*) and the C-terminus of a chaperone protein coding gene (*grwd-1/Y54H5A.1*) required for nucleolar export and assembly of RPL-3 to the large ribosomal subunit [15]. The resulting *C. elegans* strains expressing degron-GFP integrated RPOA-2 and GRWD-1 exhibited homozygous viability with nucleolar RPOA-2 and nuclear GRWD-1 localization patterns (Fig. 3, left, GFP images [15]). The presence of auxin (IAA) depleted the full-length Degron::GFP::RPOA-2 protein and GRWD-1::Degron::GFP when TIR1 is expressed (Figure S3A [15]). Furthermore, upon RPOA-2 depletion, we observed a significant decrease in the abundance of internal transcribed spacer expression relative to mature 26S levels (Figure S3B). Upon auxin treatment of the degron-integrated *rpoa-2* or *grwd-1* embryos, the animals successfully go through embryogenesis due to sufficient loading of maternal ribosomes [24] but become arrested in growth during further post-embryogenesis [15]. At this stage, animals have abundant levels of maternal ribosomes, and zygotic ribosome production is required for further development post-embryogenesis.

**Fig. 3:**
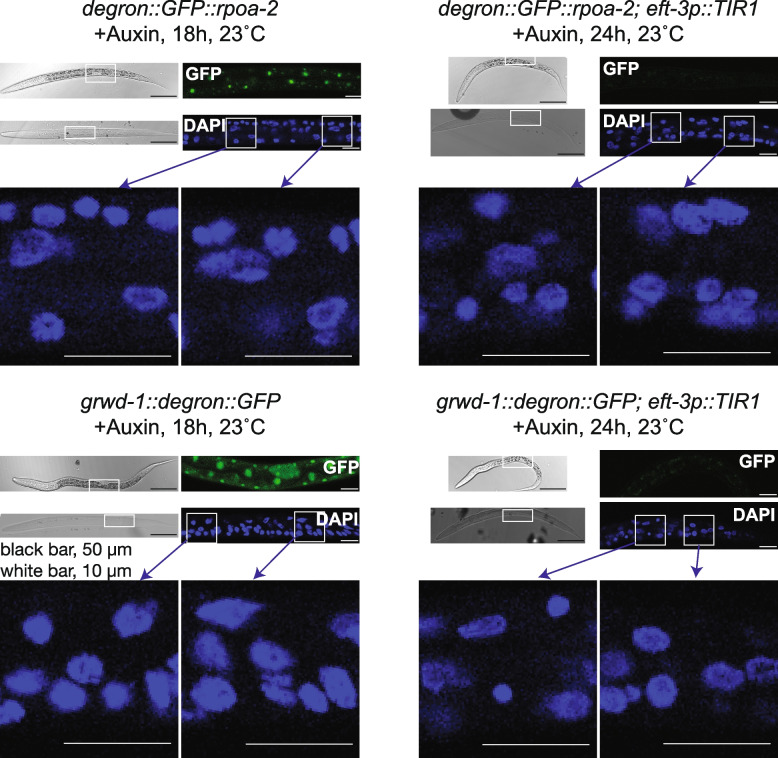
Depletion of RPOA-2 or GRWD-1 doesn’t result in major observable nuclear morphology differences at L1 stage. Depletion of RPOA-2 or GRWD-1 were confirmed in the presence of auxin, with or without globally expressed TIR1. *degron::GFP::rpoa-2* and *grwd-1::degron::GFP* strains have expected GFP localization patterns (GFP images on the left). Upon introduction of globally expressed TIR1 (*eft-3p::TIR1*), both RPOA-2 and GRWD-1 are depleted within 24 h in the presence of auxin (GFP images on the right). We did not observe significant overall morphology changes in the nucleus (DAPI staining images, no depletion on the left, with depletion on the right, RPOA-2: top section, GRWD-1: bottom section)

During embryogenesis, nucleolar assembly dynamics are altered without ribosomal RNA transcription, but passive phase separation of nucleolar components still occurs [25, 26]. Consistent with this observation, neither depletion of RPOA-2 nor GRWD-1 leads to any significant observable changes in nuclear shape (Fig. 3, DAPI images, no depletion on the left and with depletion on the right). Additionally, post-embryonic growth arrest likely shields the general nuclear structure from crowding-mediated effects of a lack of new ribosomal RNA production.

To assess whether nucleolar ribosome biogenesis affects chromatin structure, we used ATAC-seq to measure chromatin accessibility changes upon depletion of RPOA-2 and GRWD-1. To define differentially accessible regions (DARs) upon RPOA-2 and GRWD-1 depletion, counts of reads within peaks were produced by SRAtac v0.5.0, which were then separately run through the DESeq2 workflow with batch effects controlled for by RUVseq [27].

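ATAC-seq uses the Tn5 transposase, which inserts sequencing adapters into accessible DNA, so that reads collect where chromatin is open. It was performed on L1 larvae of 4 strains with 4 replicates each, 16 libraries in all. All larvae were grown at 23 °C with 1 mM auxin. The RPOA-2 and GRWD-1 degron strains without TIR1, which keep the tagged protein, were collected after 18 h, and the strains with TIR1, which are depleted of it, after 24 h. The methods give a growth delay of the strains with TIR1 as the reason for the later time. In every comparison of depleted with undepleted larvae, the depletion therefore goes with the transgene, the strain and the later collection, and these cannot be told apart. According to the methods, batches of larvae were split evenly into the 4 replicates, so the replicates of a strain share their growth, and a replicate of each strain was processed concurrently in each of 4 batches. The sample labels name GRWD-1 as RRB-1. The authors trimmed the reads, aligned them to the WBcel235 genome, removed mitochondrial and poorly mapped reads, called peaks with MACS2, merged the peaks of all libraries, and counted the reads in each merged peak with featureCounts 2.0.1, leaving out duplicates. The deposited values are these counts, without normalization, for 29131 peaks with a median length of 381 bp (range 150 to 15954 bp). Between 2621847 and 6636849 reads per library were counted in RPOA-2 larvae without TIR1, with a median of 4934601. RPOA-2 depleted larvae had between 2337415 and 8275618 reads per library, with a median of 4708985.5. In GRWD-1 larvae without TIR1 the total was between 3093702 and 9564582, with a median of 6324298.5, and in GRWD-1 depleted larvae between 2738460 and 13010378, with a median of 10431841.5. From these counts, all 16 libraries were fitted together with edgeR's quasi-likelihood method, with TMM normalization and the 4 genotypes and 2 factors of unwanted variation in the design. The 2 factors were computed as RUVg computes them, from the 13897 peaks (47.7% of all peaks) that had an adjusted p-value of at least 0.75 in a DESeq2 comparison of the RPOA-2 strains with and without TIR1, the control peaks that the methods describe. The filter of edgeR on low counts removed 0 peaks. DARs are peaks with a Benjamini-Hochberg adjusted p-value under 0.05, a threshold that the text of the paper does not name. Standard errors of log2 fold changes were computed back from the unadjusted p-value with a normal distribution, so they add nothing to it. The common biological coefficient of variation between replicates in this fit was 8.1%. As the replicates of a strain share their growth, this spread leaves out differences between growths, and so do the p-values from the fit.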

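TIR1 is expressed from the promoter of eft-3, which the Ensembl annotation names eef-1A.1 (WBGene00001168), a protein-coding gene on the minus strand of chromosome III of WBcel235 from 6970026 to 6971712. A further copy of that promoter in the depleted strains would add reads to the peak over the gene, so this peak was looked at first as a check of the labels. It extends from 6969946 to 6972381 and also overlaps rfc-4 and F31E3.12. In CPM, read counts scaled to a common library size with the TMM factors, it held 176 ± 13.5 (SD, n = 4) in RPOA-2 larvae without TIR1 and 210.1 ± 16.4 (SD, n = 4) in RPOA-2 depleted larvae. The log2 fold change was 0.23 (standard error 0.0759, adjusted p = 0.0974 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GRWD-1 larvae it held 172 ± 9.59 CPM (SD, n = 4) without TIR1 and 200.3 ± 23.3 CPM (SD, n = 4) upon depletion, a log2 fold change of 0.20 (standard error 0.0731, adjusted p = 0.162 from the same edgeR test). Neither difference passed the threshold over all tested peaks. Taken as a single peak chosen beforehand, edgeR's unadjusted p was 0.00256 for RPOA-2, where all 4 depleted libraries lay above all 4 undepleted libraries, and 0.00511 for GRWD-1, where they overlapped. The peak thus moved in the direction that the labels predict. The degron acts on the protein and not on its gene. At rpoa-2 (WBGene00008781, chromosome I, 9280923 to 9286576, minus strand), the peak over its 5′ untranslated region, from 9286524 to 9286681, had 5.68 ± 1.20 CPM (SD, n = 4) without TIR1 and 4.69 ± 0.685 CPM (SD, n = 4) upon RPOA-2 depletion, a log2 fold change of -0.22 (adjusted p = 0.800, edgeR). At grwd-1 (WBGene00021899, chromosome III, 5153464 to 5155436, plus strand), a peak over an exon, from 5154270 to 5154505, had 13.3 ± 3.77 CPM (SD, n = 4) without TIR1 and 12.5 ± 3.20 CPM (SD, n = 4) upon GRWD-1 depletion, a log2 fold change of 0.00098 (adjusted p = 0.999, edgeR).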

After removal of unwanted variations likely due to batch effects, principal component analysis showed that samples were primarily divided into two groups: those with a depleted ribosome biogenesis component and those without (Figure S4A, B). 

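The principal components were computed from the 500 peaks with the highest variance after DESeq2's variance-stabilizing transformation (vst). Before the removal, PC1 held 44.6% and PC2 23.5% of the variance. The mean PC1 score was 2.53 ± 5.31 (SD, n = 8 libraries) in depleted and -2.53 ± 4.07 (SD, n = 8) in undepleted larvae, a difference of 5.06 (two-sided exact permutation test over 6435 groupings, p = 0.0493), and 3 of the 8 depleted libraries lay above every undepleted library. With all tested peaks in place of the 500, the same exact permutation test gave p = 0.307. With log2 CPM in place of the vst values, the exact permutation test gave p = 0.000311, and 7 of the 8 depleted libraries lay above every undepleted library. After the 2 factors of unwanted variation were removed with limma's removeBatchEffect function, PC1 held 33.4% and PC2 15.8% of the variance. The mean PC1 score was then 3.34 ± 1.32 (SD, n = 8) in depleted and -3.34 ± 1.19 (SD, n = 8) in undepleted larvae, and each of the 8 depleted libraries lay above each undepleted library (exact permutation test, p = 0.000155, the smallest that these groupings can give). GRWD-1 depleted replicate 4 had the highest score, 5.82. With log2 CPM in place of the vst values after the removal, 7 of the 8 depleted libraries lay above every undepleted library (exact permutation test, p = 0.000311). The factors come from peaks chosen for showing no difference between the RPOA-2 strains. The p-values after the removal therefore describe the separation and are not independent tests of it. As the 4 libraries of a strain share their growth, none of these p-values can tell depletion from differences between growths.

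**Figure D1:**
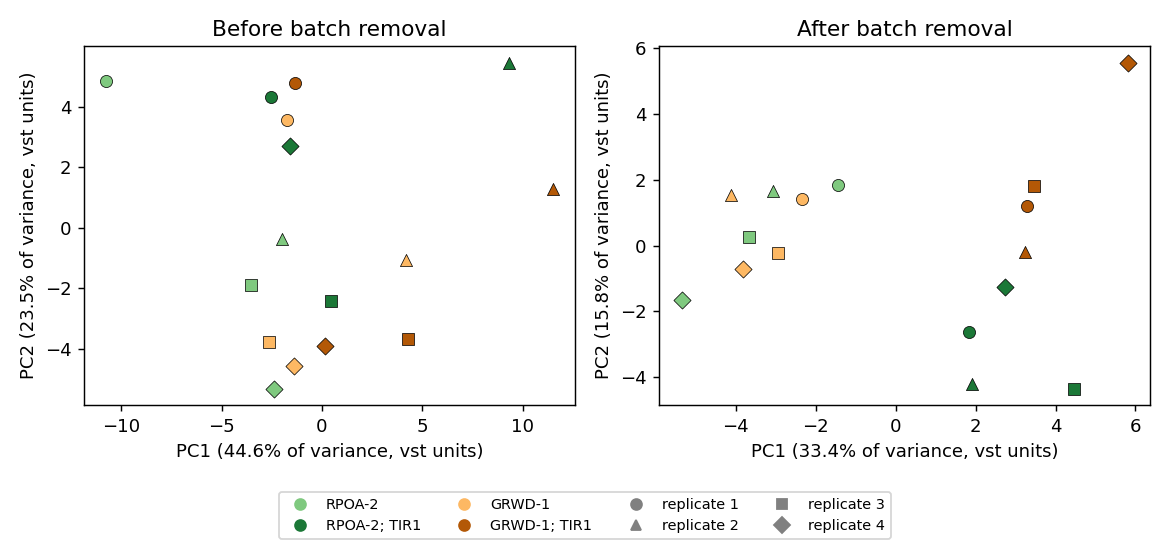
Scores of the 16 libraries on PC1 and PC2 before and after removal of the 2 factors of unwanted variation, in units of the vst values. Colours mark the strain and symbols the replicate number, and after the removal the 8 depleted libraries (TIR1) have PC1 scores of 1.82 or more while the 8 undepleted libraries have -1.43 or less.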

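Of the 29131 peaks tested, 491 were DARs upon RPOA-2 depletion in the edgeR fit. Accessibility was increased at 349 of them (71.1%) and decreased at 142. Upon GRWD-1 depletion there were 401 DARs, of which 166 (41.4%) had increased and 58.6% decreased accessibility. Without the factors of unwanted variation, these numbers fell to 19 increased and 15 decreased DARs for RPOA-2 and to 15 increased and 25 decreased DARs for GRWD-1. The direction of the majority changed with the factors: with control peaks taken from the GRWD-1 comparison, 43.4% of the RPOA-2 DARs were increased, with all peaks as control peaks 41.3% were, and with 3 factors 54.5% of the GRWD-1 DARs were increased. Leaving out a single library changed the numbers as well, and without RPOA-2 depleted replicate 2 there were 17 increased and 17 decreased DARs for RPOA-2, and 28 increased and 61 decreased DARs for GRWD-1. At 156 of the increased (44.7%) and 98 of the decreased (69.0%) RPOA-2 DARs, the CPM of all 4 depleted libraries lay on the same side of all 4 undepleted libraries. The same held for 69 of the increased (41.6%) and 144 of the decreased (61.3%) GRWD-1 DARs, where chance gives 1.43% in each direction. DARs are chosen for their difference between the same libraries, which raises these shares. Over all tested peaks, the 4 depleted libraries lay above the 4 undepleted libraries in 2.13% and below them in 2.49% for RPOA-2, and in 1.76% and 2.12% for GRWD-1.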

Differential accessibility analysis revealed that the majority of DARs have increased rather than decreased accessibility after depletion of either RPOA-2 or GRWD-1 (Fig. 4A and Figure S4C, D).

**Fig. 4:**
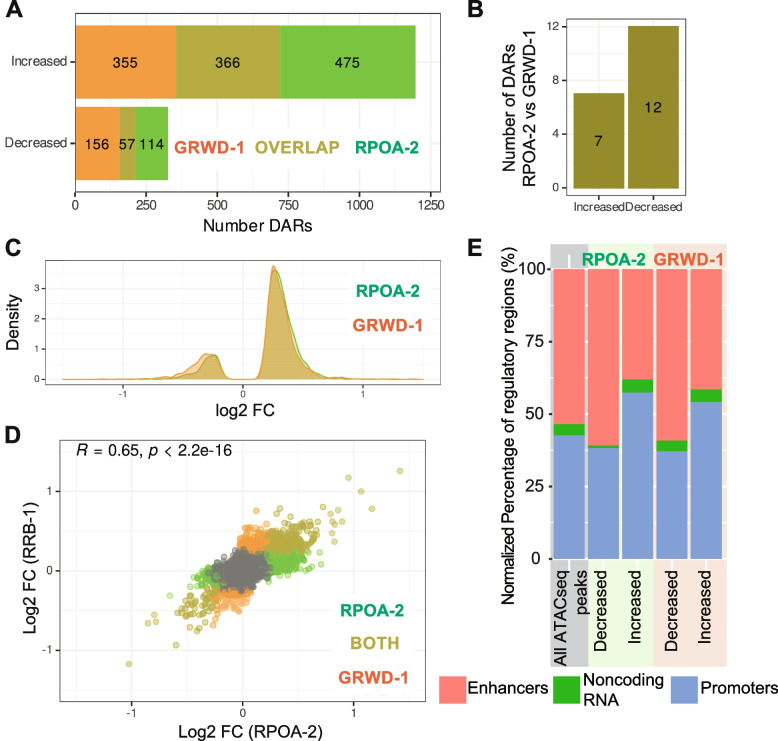
Degradation of RPOA-2 and GRWD-1 induce similar chromatin accessibility changes. **A** Numbers of differentially accessible regions (DARs) unique to or overlapped between RPOA-2 (green) and GRWD-1 (orange) depletion. **B** Number of DARs with increased or decreased accessibility specific to only RPOA-2 (green) or GRWD-1 (orange) depletion. **C** Density plots of shrunken log2 fold changes from DESeq2 results for all DARs for RPOA-2 (green) and GRWD-1 (orange) depletion. **D** Scatter plot of shrunken log twofold changes from DESeq2 results in RPOA-2 (green)and GRWD-1 (orange) depletion. P value from Pearson correlation test is shown (*R* = 0.65, *p* < 2.2e-16). **E** DARs were assigned to previously annotated *C. elegans* regulatory regions [19]; red: putative enhancers, green: noncoding RNA, blue: promoters. Percentages were normalized to genomic regulatory regions that overlap with all ATACseq peaks, or DARs

Depletion of RPOA-2 and GRWD-1 had broadly similar effects on chromatin accessibility. There is a large overlap of DARs with both increased and decreased accessibility, although there are a few distinct DARs within each of the two groups (Increased DARs: p ~ 0, Decreased DARs: *p* < 1e-81; hypergeometric test) (Fig. 4A). 

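Among the tested peaks, 68 had increased accessibility in both depletions, where 1.99 were expected by chance (odds ratio 70.8, one-sided Fisher's exact test, p = 3.24e-87). They made up 19.5% of the increased RPOA-2 DARs and 41.0% of the increased GRWD-1 DARs. Decreased accessibility was shared by 61 peaks, where 1.15 were expected (odds ratio 124.7, one-sided Fisher's exact test, p = 2.37e-91), which is 43.0% of the decreased RPOA-2 DARs and 26.0% of the decreased GRWD-1 DARs. These tests treat all peaks as independent of each other. In 0 peaks were the DARs of opposite direction, and at an unadjusted p-value under 0.05 in both depletions, 856 peaks changed in the same and 34 in the opposite direction. Without the factors of unwanted variation, 9 increased and 11 decreased DARs were shared, and without RPOA-2 depleted replicate 2 there were 11 of each. The paper reports a large overlap in each direction, with a hypergeometric test (Fig. 4A).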

Differential accessibility analysis revealed only minor differences when RPOA-2 depleted larvae were compared to GRWD-1 depleted larvae (Fig. 4B). 

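In the edgeR fit, 29 peaks had higher and 9 had lower accessibility in RPOA-2 depleted than in GRWD-1 depleted larvae, and 2061 peaks had an unadjusted p-value under 0.05. These 2 groups also differ in the tagged gene, so the effect of each depletion relative to its own strain without TIR1 was compared as well. That difference passed the threshold at 3 peaks, each of which also differed between the depleted larvae directly, with 1685 peaks (5.78% of those tested) at an unadjusted p-value under 0.05. The number of higher peaks ranged widely, from 0 without the factors of unwanted variation (531 higher at an unadjusted p-value under 0.05) to 123 with factors computed from unscaled counts, and it was 0 without RPOA-2 depleted replicate 2 (729 higher at an unadjusted p-value under 0.05) and 108 without RPOA-2 depleted replicate 1. The balance between the directions also changed, and with control peaks taken from the GRWD-1 comparison 4 peaks were higher and 10 lower. Of the peaks higher upon RPOA-2 depletion, the largest log2 fold change was 0.77 (standard error 0.158, adjusted p = 0.00618 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at a peak on chromosome V from 7914008 to 7914318. This peak overlaps no annotated gene and had 26.4 ± 4.23 CPM (SD, n = 4) in RPOA-2 depleted and 16.4 ± 2.44 CPM (SD, n = 4) in GRWD-1 depleted larvae. A peak on chromosome IV from 4783769 to 4784286, also outside annotated genes, had the second largest, a log2 fold change of 0.65 (standard error 0.115, adjusted p = 0.000121, edgeR), with 57.7 ± 22.8 CPM (SD, n = 4) in RPOA-2 depleted and 38.5 ± 12.0 CPM (SD, n = 4) in GRWD-1 depleted larvae. Neither passed the threshold without the factors of unwanted variation, and both passed it with library totals in place of TMM (adjusted p = 0.00787 and 0.000144, edgeR). The largest difference in the other direction was at a peak on chromosome V from 9317893 to 9318644, which overlaps the 5′ untranslated region of kvs-3, a tRNA gene and F44A2.10. It held between 230 and 1102 reads in each of the 4 GRWD-1 depleted libraries and at most 4 reads in any of the other 12 libraries, 10 reads in all, while the tested peak with the next fewest reads in these libraries had 166. Against a floor of 3 reads per library, GRWD-1 depleted larvae were at least 52.8-fold higher than RPOA-2 depleted larvae and at least 67.8-fold higher than GRWD-1 larvae without TIR1, where the floor covers counting error only. A peak on chromosome I from 15060874 to 15061359, over the noncoding gene F31C3.16 and a pseudogene, had 10.8 ± 3.80 CPM (SD, n = 4) in RPOA-2 depleted and 37.8 ± 6.20 CPM (SD, n = 4) in GRWD-1 depleted larvae, a log2 fold change of -1.61 (standard error 0.185, adjusted p = 5.24e-14, edgeR). In the larvae without TIR1, where neither protein was depleted, it also differed, with 16.0 ± 5.62 CPM (SD, n = 4) in the RPOA-2 and 29.4 ± 10.5 CPM (SD, n = 4) in the GRWD-1 strain. A peak over ribosomal RNA genes on chromosome I, from 15063578 to 15068104, named here after its values were seen, is the third peak at which the depletion effects differed (adjusted p = 0.000691, edgeR). It fell upon RPOA-2 depletion with a log2 fold change of -0.55 (standard error 0.0679, adjusted p = 5.34e-12, edgeR) and had a log2 fold change of -0.08 (standard error 0.0555, adjusted p = 0.629, edgeR) upon GRWD-1 depletion. Without the factors of unwanted variation, neither its fall upon RPOA-2 depletion (adjusted p = 0.565, edgeR) nor the difference passed the threshold. The fall passed it with library totals in place of TMM (adjusted p = 4.48e-14, edgeR). With the replicate numbers in the design in place of the factors, the fall passed it (adjusted p = 0.00165, edgeR). The difference between the depletion effects did not (adjusted p = 0.810, edgeR).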

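The log2 fold changes of the DARs were small in both depletions. Increased DARs had a median log2 fold change of 0.41 upon RPOA-2 depletion, with the 5th and 95th percentiles at 0.29 and 0.77, and of 0.42 upon GRWD-1 depletion, with these percentiles at 0.28 and 0.93. Decreased DARs had a median of -0.43 (percentiles -0.73 and -0.29) upon RPOA-2 and of -0.44 (percentiles -0.75 and -0.29) upon GRWD-1 depletion. These medians are of DARs chosen for their change in the same libraries. Where the DARs of each depletion were followed in the other, they mostly kept their direction with a smaller change. Of the increased RPOA-2 DARs, 94.8% also rose upon GRWD-1 depletion, with a median of 0.19, and of the decreased ones 93.0% also fell, with a median of -0.26. Increased GRWD-1 DARs rose upon RPOA-2 depletion in 90.4% of cases (median 0.29), and decreased ones fell in 94.9% (median -0.26). Over all tested peaks, the median log2 fold change was 0.0035 for RPOA-2 and 0.0059 for GRWD-1.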

The distribution of log2 fold changes for DARs in both categories demonstrated a strong overlap (Fig. 4C). 

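Over the 763 peaks that were DARs in either depletion, the log2 fold changes upon RPOA-2 and GRWD-1 depletion had a Pearson correlation of r = 0.47 and a Spearman correlation of rho = 0.68 across peaks. The peak on chromosome V near kvs-3 has nearly all of its reads in GRWD-1 depleted larvae, with 10 reads in the other 12 libraries together. Without this peak, r over the other 762 peaks was 0.76 and rho was 0.69. Over all tested peaks, r was 0.25 and rho 0.26, and over the 28368 peaks that were DARs in neither depletion, r was 0.21 and rho 0.22. Peaks are not independent replicates, so no p-value is given across them. To set these values beside the replicate noise, log2 fold changes were computed from 2 replicates per strain and set against those from the other 2 over all tested peaks, after removal of the 2 factors. The log2 fold changes from the separate replicates then had a mean r of 0.24 for RPOA-2 against itself, 0.24 for GRWD-1 against itself, and 0.14 for RPOA-2 against GRWD-1. Among the alternatives, r over DARs was highest in fits of the 8 libraries of each comparison alone, at 0.79 over 487 DARs, which do not include the chromosome V peak. It was lowest without the factors of unwanted variation, at 0.21 over 54 DARs, and this is an effect of that peak, since without it r there was 0.91.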

Log2 fold changes of DARs were also moderately correlated (R = 0.65, *p* < 2.2e-16, Pearson correlation) (Fig. 4D). 

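The peaks named are those with the 3 largest rises and the 3 largest falls, by the mean of both log2 fold changes, among DARs shared by both depletions in which all 4 depleted libraries lay apart from all 4 undepleted libraries in each. The 3 rises lie within a few kilobases of each other on chromosome II. The largest, from 8418614 to 8419890, overlaps an exon and the 3′ untranslated region of fdgt-2. It rose from 29.9 ± 0.953 to 78.9 ± 11.6 CPM (SD, n = 4 each) upon RPOA-2 depletion, a log2 fold change of 1.40 (standard error 0.139, adjusted p = 1.07e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Upon GRWD-1 depletion it rose from 31.1 ± 2.78 to 77.9 ± 13.8 CPM (SD, n = 4 each), with a log2 fold change of 1.30 (standard error 0.129, adjusted p = 1.02e-19, edgeR), and GRWD-1 depleted replicate 4 was the highest of its group at 98.5 CPM. At this peak RPOA-2 depleted and GRWD-1 depleted larvae, both with TIR1, differed by a log2 fold change of 0.05 (adjusted p = 0.970, edgeR), and the TIR1 insertion site was not analysed here. The other 2 overlap F14E5.8 (WBGene00195147). In its intron, from 8420527 to 8420716, the log2 fold changes were 1.19 (adjusted p = 0.000437, edgeR) upon RPOA-2 and 1.17 (adjusted p = 0.000123, edgeR) upon GRWD-1 depletion, and over its 5′ untranslated region, from 8420753 to 8421468, they were 1.00 (adjusted p = 2.02e-09, edgeR) and 1.22 (adjusted p = 1.38e-14, edgeR). The largest fall was on chromosome X from 4101958 to 4102559, over the 5′ untranslated region of R02E4.3 (WBGene00044724). This peak fell from 43.6 ± 7.81 to 19.8 ± 2.78 CPM (SD, n = 4 each) upon RPOA-2 depletion and from 41.9 ± 7.45 to 17.6 ± 0.974 CPM (SD, n = 4 each) upon GRWD-1 depletion, log2 fold changes of -1.14 (adjusted p = 6.88e-11, edgeR) and -1.27 (adjusted p = 2.81e-15, edgeR). Over the 5′ untranslated region of the collagen gene col-10 (WBGene00000599) on chromosome V, from 9164887 to 9165767, the log2 fold changes were -0.92 (adjusted p = 7.32e-09, edgeR) and -0.76 (adjusted p = 5.03e-08, edgeR). On chromosome II, from 5901167 to 5902481, in a peak over F59G1.4, the noncoding genes F59G1.10 and F59G1.12 and the microRNA gene lin-4, the log2 fold change was -0.64 (adjusted p = 9.02e-09, edgeR) upon RPOA-2 depletion, and upon GRWD-1 depletion the peak fell from 164.7 ± 17.2 to 82.6 ± 5.75 CPM (SD, n = 4 each, adjusted p = 1.37e-18, edgeR). These 6 peaks passed the threshold in both depletions also without the factors of unwanted variation.

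**Figure D2:**
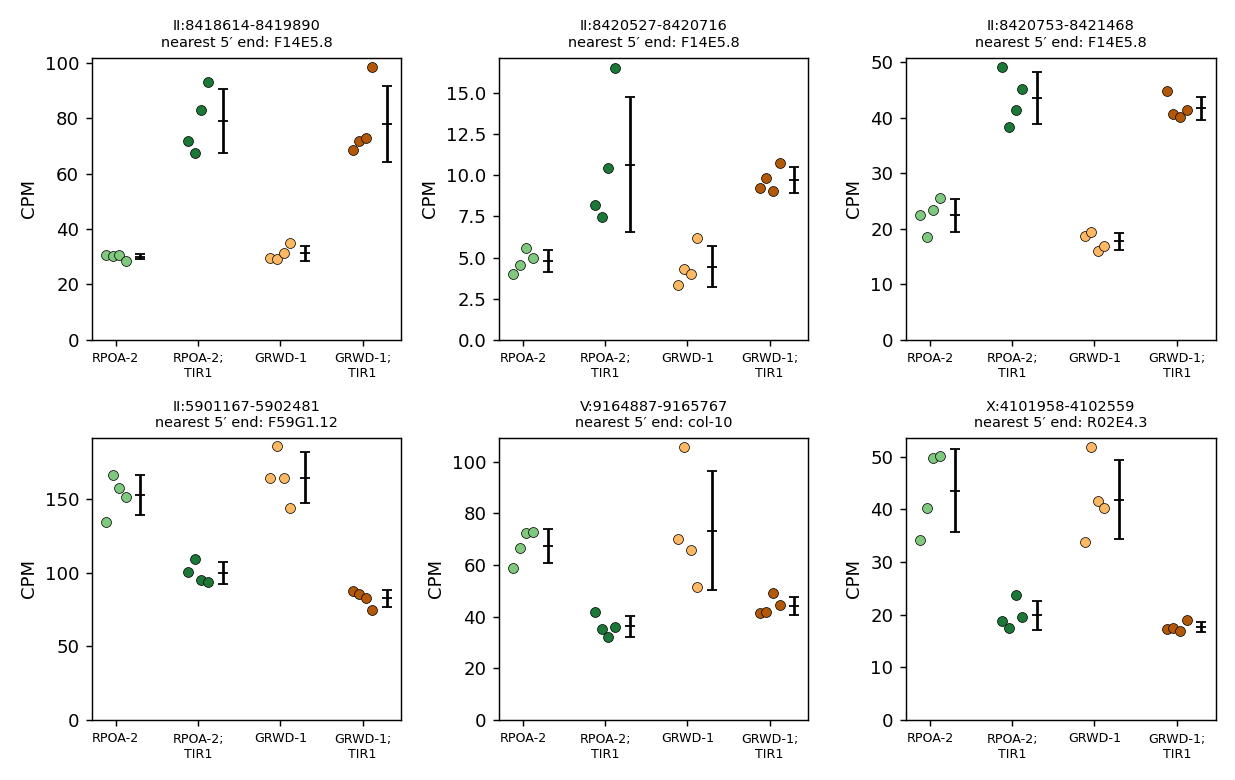
TMM-normalized CPM of the 6 peaks in each of the 16 libraries, with 4 libraries per strain shown as points and the mean with its SD to their right. The vertical axes start at 0, and in each peak the 4 depleted libraries (TIR1) lie apart from the 4 undepleted libraries of the same strain.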

Clustering of top DARs with increased and decreased accessibility for RPOA-2 or GRWD-1 degron further demonstrated the similarity between the depletion of these two ribosome biogenesis factors (Figure S4E, F). Altogether, this suggests that there is some feedback between chromatin structure and production of protein synthesis machinery in *C. elegans* as disrupting ribosome biogenesis in two ways led to similar changes in chromatin structure.

To understand what type of genomic regions were affected at the chromatin level upon GRWD-1 and RPOA-2 depletion, ATAC-seq peaks were merged with a list of experimentally determined *C. elegans* regulatory elements [10]. 

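The list of regulatory elements was not used here, and the Ensembl gene annotation of WBcel235 took its place. A peak was counted as promoter-proximal when it overlapped the region from 500 bp upstream to 100 bp downstream of the 5′ end of an annotated transcript. Of the increased DARs, 221 of 349 (63.3%) were promoter-proximal upon RPOA-2 depletion, against 38.6% of the other tested peaks (odds ratio 2.74, two-sided Fisher's exact test, p = 2.47e-20, adjusted over 4 tests p = 9.88e-20). Upon GRWD-1 depletion, 110 of 166 increased DARs (66.3%) were, with an odds ratio of 3.10 (Fisher's exact test, p = 1.11e-12, adjusted p = 1.48e-12). The decreased DARs were also promoter-proximal more often than the other peaks, at 83 of 142 (58.5%) for RPOA-2 (odds ratio 2.21) and 65.5% for GRWD-1 (odds ratio 3.01, Fisher's exact test, adjusted p = 3.1e-16). Against other peaks matched to the DARs on mean count and length, the odds ratio of the increased RPOA-2 DARs was 1.24 (Fisher's exact test, p = 0.0664, adjusted p = 0.0886) and of the decreased ones 1.30 (adjusted p = 0.158), and neither passed the threshold. The increased GRWD-1 DARs kept an odds ratio of 1.88 (Fisher's exact test, p = 0.000169, adjusted p = 0.000339) and the decreased ones 1.77 (adjusted p = 0.0002).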

Significantly more accessible DARs upon RPOA-2 and GRWD-1 depletion are slightly biased towards being enriched among promoter regions in comparison to putative enhancers (Fig. 4E).

We questioned whether DARs were enriched in any motif sequences. We discovered that the increased accessibility of regions upon RPOA-2 and GRWD-1 depletion corresponded with a significant enrichment of 3 similar motifs (Fig. 5A, left, Streme analysis, E-value < 0.05 [19]). In contrast, no significant motif was detected in the regions where accessibility significantly decreased.

**Fig. 5:**
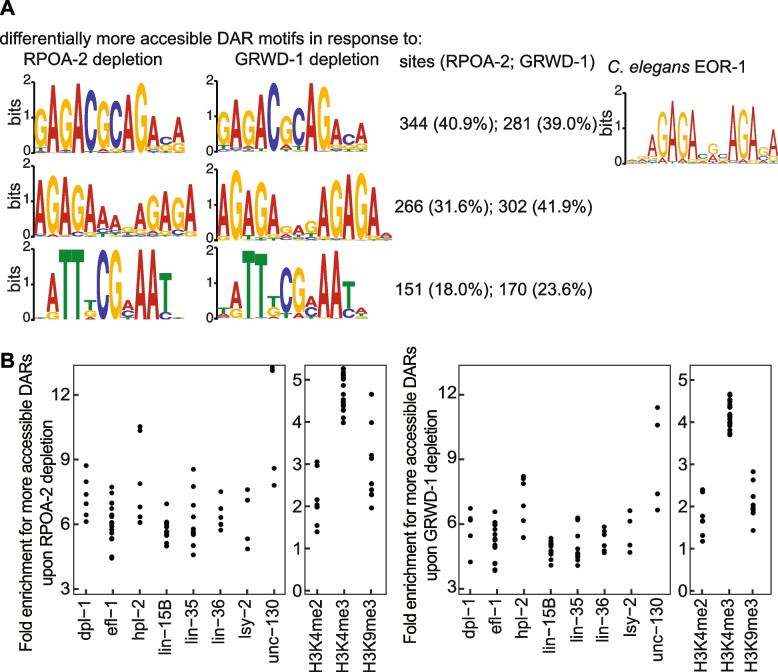
Motifs and transcription factor binding sites with significant enrichment within more accessible regions upon RPOA-2 and GRWD-1 depletion. **A** Left: Comparative motif analyses (STREME) of differentially accessible regions reveal similar motifs that are significantly enriched among regions that become more accessible following RPOA-2 and GRWD-1 depletion. Middle: The numbers of regions becoming significantly more accessible upon RPOA-2 and GRWD-1 depletion, which also show enrichment for the corresponding motif, are shown along with their respective percentages. Right: Close examination of the significant motifs revealed similarities to the EOR-1 binding site, which was downloaded from the JASPAR database [28], with colors adjusted accordingly. **B** We assessed significant enrichment across transcription factor binding sites or histone modification sites using data from ChipAtlas [29, 30]. This data was filtered based on significance (Q value < -2), specificity to the L1 stage, and inclusion in at least four different experiments. The y-axis displays relative enrichment, the x-axis shows different transcription factors and histone modifications, and each point represents a single experiment

As significantly more accessible DARs upon RPOA-2 and GRWD-1 depletion are slightly biased towards promoters and are enriched for multiple motif sequences, we searched for similar motif sequences among known transcription factor binding sites. Among regions with increased accessibility, a distinct motif, GAGACGCAGASA, is notable for its significant resemblance to the transcription factor EOR-1 (Fig. 5A, right). This motif's similarity corresponds with EOR-1 transcription factor-bound regions as observed in ChipAtlas [29]. Notably, approximately 57% (210 out of 366) of DARs common to both RPOA-2 and GRWD-1 depletions intersect with specific EOR-1 transcription factor-bound regions (*p*-value < 0.01, odds ratio = 22, Fisher’s Exact test). In contrast, a mere 6% of all ATACseq peaks coincide with EOR-1 bound regions [31]. Consequently, these findings indicate a specific enrichment of the EOR-1 binding motif and regions among DARs post-depletion of RPOA-2 and GRWD-1. EOR-1 is known to: (1) regulate RMED/V neuron specification in a Ras-independent manner [32], (2) drive P12 and vulval cell fate specification in a Hox-dependent way [33, 34], and (3) interact genetically with the SWI/SNF complex, affecting the expression of genes vital for hermaphrodite-specific HSN neuron maturation [35]. These observations emphasize that changes in chromatin structure following RPOA-2 and GRWD-1 depletion may influence the accessibility of genomic regions enriched for specific transcription factors pivotal for cell specification.

We further investigated whether other transcription factors or histone modifications were significantly enriched among DARs following the depletion of RPOA-2 and GRWD-1, using the ChipAtlas database [29]. We focused on significant enrichment of RPOA-2 GRWD-1 DARs with at least 4 different previously published Chip Seq datasets for each transcription factor or histone modification. As a result, we found additional transcription factors and chromatin binding proteins; DPL-1, EFL-1, HPL-2, LIN-15B, LIN-35, LIN-36, ISY-2, UNC-130, as well as histone modifications, H3K4me2, H3K4me3 and H3K9me3 were all significantly enriched among increased accessible regions upon RPOA-2 and GRWD-1 depletion (Fig. 5B).

Among the histone modifications, the most prominent one was H3K4 methylation. H3K4 methylation status has previously been reported to be associated with genome stability and DNA damage [36, 37]. It is known to be enriched along the bodies of coding genes, and it plays a regulatory role in activating ribosome biogenesis and protein homeostasis following recovery from UV induced DNA damage [38]. In light of this, we decided to compare the genes enriched with H3K4me2 (over two-fold enrichment in comparison to the H3 control) both with and without exposure to UV radiation 38]. 

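The 68 peaks with increased accessibility in both depletions were assigned to the gene whose annotated transcript has the nearest 5′ end, in place of the list of regulatory elements, which was not used here. This gave 65 genes. The nearest 5′ end lay within 1 kb of 54 of these peaks, and 51 were promoter-proximal. In 19 of the 68, all 4 depleted libraries lay above all 4 undepleted libraries in both depletions. The 61 peaks with decreased accessibility in both depletions were assigned to 54 genes in the same way.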

We identified 571 genes associated with regions that are differentially more accessible upon both RPOA-2 and GRWD-1 depletion. Of these, 190 were associated with regions enriched with H3K4me2 following UV exposure (Fisher’s exact test, p-value < 0.01). Notably, no overlapping genes were found in H3K4me2 enriched regions when there was no exposure to UV radiation. Consistent with ATAC-seq, RNA-seq differences in response to RPOA-2 depletion reflects this similarity. Gene expression differences between UV-irradiated and RPOA-2 depleted larvae are notably similar; both overexpressed (odds ratio = 7.8, p-value < 2.2e-16) and underexpressed categories (odds ratio = 6.7, p-value < 2.2e-16) show significant overlap [15]. Collectively, these results suggest that regions becoming differentially more accessible after GRWD-1 and RPOA-2 depletion significantly coincide with regions enriched in H3K4me2 upon UV exposure. Moreover, they exhibit a gene expression response analogous to UV irradiation.

### Low Correlation between RPOA-2 dependent chromatin accessibility changes and gene expression changes

In order to investigate whether chromatin changes induced by disruption of nucleolar ribosome biogenesis result in altered cytoplasmic gene expression, RNA-seq was performed in the presence of auxin in L1 larvae in the *rpoa-2::degron* background with globally expressed TIR1 or absent altogether. DESeq2 analysis was performed on RNA-seq counts of reads within genes to identify differentially expressed genes (DEGs). To directly compare the ATAC-seq dataset with the RNA-seq dataset, ATAC-seq peaks were paired with their associated genes through *C. elegans* regulatory elements (Fig. 4E, [19]).

The correlation between the log2 fold change of ATAC-seq peaks and their associated cytoplasmic gene expression is low but significant (R = 0.2, *p* < 2.2e-16) (Fig. 6A). Similarly, the overlap of ATAC-seq DARs and RNA-seq differentially expressed genes (DEGs) are significant but small in numbers Fig. 6B, S5 (33 genes in increased DARs and DEGs: *p* = 4.6e-6, 35 genes in decreased DARs and DEGs: *p* = 3.3e-25; hypergeometric test). The presence of a low correlation is not surprising as (1) most of the open regions likely require the presence of a transcription factor or enhancer for active transcription, and (2) posttranscriptional processes such as splicing, and RNA stability likely also affect mature RNA transcript levels in the cytoplasm. Given these caveats, significant but low correlation between ATAC-seq and RNA-seq suggests the presence of a relationship between nucleolar ribosome biogenesis and chromatin, which has an impact on overall gene expression in *C. elegans* L1 larvae.

**Fig. 6:**
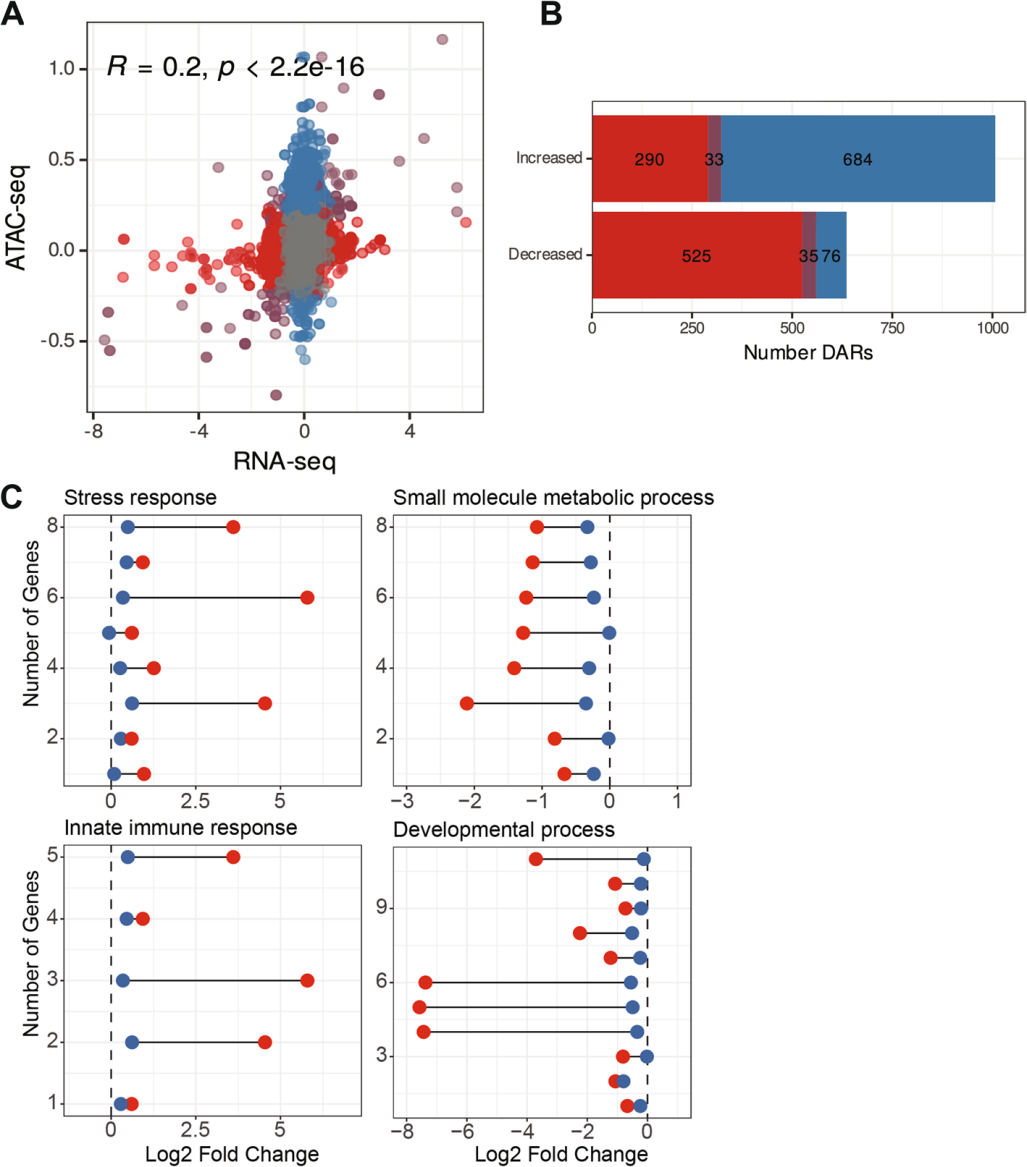
Correlation between chromatin accessibility and gene expression changes in response to RPOA-2 depletion. **A** Scatter plot of shrunken log twofold changes from DESeq2 results of ATAC-seq vs RNA-seq in response to RPOA-2 depletion. **B** Numbers of differentially accessible regions (DARs, blue), differentially expressed genes (DEGs, red), and overlap of ATAC-seq and RNA-seq (purple) in response to RPOA-2 depletion. **C** ATAC-seq (blue) and RNA-seq (red) log2 fold change in response to RPOA-2 depletion within significantly enriched GO attributes from FuncAssociate 3.0 [39]

To investigate the potential functions of the shared DARs and DEGs, FuncAssociate was used to determine significantly enriched Gene Ontology (GO) terms [39]. Among the 33 genes that become more accessible at chromatin level and are overexpressed upon RPOA-2 depletion, there was significant enrichment in stress and innate immune response (8 and 5 genes respectively, Fig. 6C, left, Table 1). Among the 35 genes that become less accessible at the chromatin level and are under expressed upon RPOA-2 depletion, a significant enrichment was observed in structure of cuticle, small molecule metabolic process and development (10, 8, and 11 genes respectively) (Fig. 6C, right, Table 2). Here, within these enriched GO categories, modest but significant changes in chromatin accessibility correlated with usually larger changes in transcript expression (Fig. 6C).

**Table 1:** FuncAssociate results for gene features associated with significantly increased accessibility DARs (ATAC-seq) and significantly over expressed DEGs (RNA-seq)

Number of Genes in the dataset	Total number of genes in GO category	Log 10 odds Ratio	P adjusted	Attribute ID	Attribute Name
5	198	1.2	0.032	GO:0045087	Innate immune response
5	199	1.2	0.032	GO:0006955	Immune response
5	203	1.2	0.034	GO:0002376	Immune system process
8	690	0.89	0.036	GO:0006950	Response to stress

**Table 2:** FuncAssociate results for gene features associated with significantly decreased accessibility DARs (ATAC-seq) and significantly under expressed DEGs (RNA-seq)

Number of Genes in the dataset	Total number of genes in GO category	Log 10 odds Ratio	P adjusted	Attribute ID	Attribute Name
2	5	2.54	0.034	GO:0010888	Negative regulation of lipid storage
3	13	2.23	0.001	GO:0060102	Collagen and cituculin-based cuticle
4	26	2.02	0.001	GO:0042338	Cuticle development
4	41	1.80	0.001	GO:0005578	Proteinaceous extracellular matrix
4	42	1.79	0.001	GO:0040002	Collagen and cituculin-based cuticle
4	44	1.77	0.001	GO:0042335	Cuticle development
4	49	1.72	0.001	GO:0031012	Extracellular matrix
10	170	1.65	< 0.001	GO:0042302	Structural constituent of cuticle
8	172	1.50	< 0.001	GO:0005581	Collagen trimer
11	376	1.34	< 0.001	GO:0005198	Structural molecule activity
8	573	0.96	0.016	GO:0044281	Small molecule metabolic process
11	1293	0.77	0.026	GO:0044767	Single molecule metabolic process
11	1364	0.74	0.043	GO:0032502	Developmental process

While there is a low global correlation between ATAC-seq and RNA-seq datasets, the correlated genes had significant enrichment in functional categories suggesting the role of chromatin organization in regulating functions such as stress response, metabolic process, and development.

## Discussion

### SRAlign and SRAtac

SRAlign is a flexible and reliable next-generation sequencing data processing workflow that can efficiently process both RNA-seq and DNA-seq data. SRAtac, built on top of SRAlign, offers a unique set of features that are not available in other ATAC-seq pipelines. Firstly, SRAtac includes a built-in analysis of contaminants which is particularly useful for the *C. elegans* research community. Secondly, SRAtac is organism and reference genome agnostic, meaning that any custom reference genome can be integrated, which is an improvement over other pipelines such as AIAP [3] and the ENCODE pipeline [40] that have limited reference genome options and do not support *C. elegans*. Thirdly, SRAtac can run in either end-to-end mode (from raw reads to counts within peaks) or in post-alignment mode (from BAM files to counts within peaks), which provides additional flexibility for further analysis without requiring computationally expensive steps such as read trimming and alignments to be repeated. This modular architecture enhances the existing pipelines that require aligned files such as ataqv [41] or those with a modular structure such as AIAP [3] or PEPATAC [5]. Finally, SRAtac is customizable, utilizing the powerful and highly modular Nextflow DSL2 language. We anticipate that SRAtac will be able to cater to the needs of any ATAC-seq experiment while also being adaptable to integrate future developments in new best practices for ATAC-seq data analysis.

### Chromatin structure and gene expression changes during postembryonic development in *C. elegans* upon depletion of ribosomal RNA synthesis and ribosome large subunit biogenesis component

In this study, we have demonstrated that *C. elegans* has a feedback mechanism between ribosome biogenesis and chromatin structure. Disruptions in ribosomal RNA transcription and nucleolar large subunit assembly result in altered chromatin structure in L1 larvae. Selective depletion of either of the ribosome biogenesis factors – the RNA Pol I subunit RPOA-2 or GRWD-1, which is responsible for large subunit biogenesis – causes changes in chromatin accessibility at specific regions. Interestingly, most of these regions have increased accessibility, suggesting that heterochromatin is disrupted (Fig. 4A) This finding aligns with a Drosophila study in which increased gene expression was observed in typically silenced heterochromatic regions following ribosomal DNA loss [9, 10]. In contrast, a study on mouse embryonic stem cells (mESCs) revealed that the state of hyper-transcription in mESCs relies on translation output. Specifically, disrupting translation with the inhibitor cycloheximide led to a depletion of euchromatin and disrupted RNA Pol II-mediated transcription [42]. One possible explanation for these differences is that when ribosome biogenesis is hindered, the maternally deposited ribosomes remain functional.

Chromatin accessibility changes were highly similar overall between RPOA-2 depleted larvae and GRWD-1 depleted larvae, indicating that the mechanism by which these two ribosome biogenesis components alter global chromatin accessibility is likely similar at the L1 stage. These regions are notably enriched (~ 40%) within the binding areas of the transcription factor EOR-1. Serving as a positive regulator of Ras/Wnt signaling pathways, EOR-1 is instrumental in the lineage specification of neurons, vulval cells, and excretory cells [32–34]. These findings imply that these EOR-1-bound regions may not be universally accessible across all lineages but could exhibit changes in chromatin architecture in particular contexts. Significant evidence indicates that EOR-1 operates within open chromatin regions that are bound by the SWI/SNF complex [35]. Moreover, EOR-1 is implicated in the expression of stress-responsive genes independently of *skn-1* (the gene encoding the human NRF2 ortholog) [43]. Consequently, EOR-1 might be directly or indirectly involved in the increased accessibility and expression of stress-related genes following the depletion of ribosomal RNA transcription and the large subunit assembly factor.

Among histone modifications, we found significant overlap between regions that become differentially more accessible following GRWD-1 and RPOA-2 depletion and regions enriched in H3K4me2 following UV exposure [38]. Similarly, we observed considerable overlap between RNA-seq datasets from RPOA-2 depleted and UV-irradiated larvae [15, 44]. These findings suggest an intriguing possibility: that the depletion of ribosome biogenesis factors and UV exposure may trigger a set of shared pathways that preferentially open up H3K4me2 regions. Further research is required to elucidate the mechanisms behind these observations.

Chromatin accessibility changes were only weakly correlated with gene expression changes, suggesting that chromatin accessibility changes alone are not sufficient for transcription activation. Furthermore, it is likely that other factors, such as the availability of transcription factors or post-transcriptional processes, also contribute to gene expression changes. A limitation of this study is that it relies heavily on the results of one assay, ATAC-seq, which has limited power to answer certain questions due to technical and analytical constraints. For example, ATAC-seq only provides an indication of the overall openness or closedness of chromatin. Potentially informative techniques to further probe these questions include chromosome conformation capture derived NGS techniques to interrogate global genome contacts, and imaging techniques such as 3D ATAC-PALM and immunofluorescence imaging of chromatin marks to visualize changes in chromatin accessibility and spatial distributions within the nuclear volume.

Overall, our results suggest the existence of a feedback loop to chromatin upon disruption of ribosome biogenesis, specifically at the stages of ribosomal RNA transcription and nucleolar large subunit assembly during the L1 stage of post-embryonic development. Considering that the depletion of RPOA-2 influences the overall levels of ribosome synthesis, including 40S, it is reasonable to hypothesize that this mechanism extends to other aspects of nucleolar ribosome biogenesis. This feedback mechanism likely plays a role in regulating functions such as stress response, metabolic process, and development, as suggested by the enrichment analysis of differentially accessible genes [19, 42, 45, 46].

## Materials and methods

### Software described in this manuscript

SRAlign and SRAtac are available as a public repository hosted on GitHub (https://github.com/trev-f/SRAlign, https://github.com/trev-f/SRAtac).

Project name: e.g. My bioinformatics project.

Project home page: e.g. http://sourceforge.net/projects/mged

Operating system(s): e.g. Platform independent.

Programming language: e.g. Java.

Other requirements: e.g. Java 1.3.1 or higher, Tomcat 4.0 or higher.

License: e.g. GNU GPL, FreeBSD etc.

Any restrictions to use by non-academics: e.g. license needed.

### Availability of data and materials

ATAC-seq and RNA-seq libraries are available through NCBI GEO, with accession code GSE218280 and GSE213367, with these links: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213367, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE218280, respectively.

### Strain maintenance

*C. elegans* strains were maintained and grown at 16 °C or 20 °C on peptone enriched NGM agar plates seeded with a lawn of *E. coli* OP50 bacteria. To obtain synchronized embryos, a standard bleaching procedure was used.

### Preparation of datasets for SRAlign and SRAtac testing

Datasets GSM3142773 and GSM3142774 for SRAlign and GSM2715417 and GSM2715418 for SRAtac were downloaded as raw reads fastq files from the Sequence Read Archive. Raw reads were sampled by processing both ends of the paired end reads files with the command line tool `seqtk sample` and option `-s100` to set the seed and preserve read pairs. For pipeline testing, datasets were sampled to 200,000 reads each for both SRAlign and SRAtac testing. These sampled datasets were exclusively used for this purpose.

### Data processing for SRAlign and SRAtac tests

RNA-seq reads were run through the SRAlign workflow version v1.0.2 to align reads to reference genome assembly ce10. The run was performed using the Docker profile with default parameters except `–alignmentTool hisat2 –skipPreseq` were used to perform the alignment of reads to the reference genome with HISAT2 and avoid errors with Preseq that can occur when alignment is performed with HISAT2. Visualizations for the dataset QC were saved directly from the final MultiQC report, and genome browser plots were produced using plotGardener [47].

ATAC-seq reads were run through the SRAtac workflow version v0.5.0 to align reads to reference genome assembly ce10. The run was performed using the Docker profile with all default parameters. Visualizations for the dataset QC were saved directly from the final MultiQC report, and genome browser plots were produced using plotGardener ^48^. Accessible sites were obtained from a published report compiled from accessible regions at numerous developmental and aging timepoints [19].

### Sample and library preparation for ATAC-seq

Bleach synchronized embryos were placed on NGM agar plates with a lawn of OP50 bacteria and supplemented with 1 mM auxin. Larvae were synchronized at the L1 stage by allowing the embryos to hatch and develop at 23 °C for 18 h for strains with no *tir-1* and 24 h for strains with *tir-1* as these have a growth delay. Synchronized larvae were collected in 50 mM NaCl. Bacteria were cleaned from worms by sedimentation through 5% sucrose in 50 mM NaCl at 400* g* for 1 min with subsequent washes in 50 mM NaCl. At least 40,000 larvae were collected for each condition. Batches of larvae were evenly split into four replicates and buffer was exchanged to Nuclei Wash Buffer (NWB): 10 mM Tris–HCl pH 7.5, 40 mM NaCl, 90 mM KCl, 3 mM MgCl_2_, 0.2 mM DTT, 0.5 mM Spermidine, 0.25 mM Spermine, and 1 X Protease Inhibitor Cocktail. Larvae pelleted in NWB were snap frozen in liquid nitrogen and stored at -70 °C.

In order to minimize the potential confounding effects of batch on the experimental design, one replicate of each of the strains was processed concurrently for four total batches of four replicates. To isolate nuclei from larvae, worm pellets were thawed on ice. Buffer was transferred for thawed larvae to Nuclei Prep Buffer (NPB): 10 mMTris-HCl pH 7.5, 40 mM NaCl, 90 mM KCl, 3 mM MgCl2, 0.2 mM DTT, 0.5 mM Spermidine, 0.25 mM Spermine, 0.1% Triton X-100, 0.1% IGEPAL CA-630, and 1 X Protease Inhibitor Cocktail. Worms were transferred to a 2 mL dounce homogenizer that was pre-chilled in the refrigerator and kept on ice. Worms were initially broken by 15 strokes with homogenizer pestle A, a short rest on ice, and 15 more strokes with pestle A. Nuclei were released from broken worms by 25 strokes with pestle B, a short rest on ice, and 25 more strokes with pestle B. Debris was pelleted by a low speed spin of the homogenate for 5 min at 100* g* at 4 °C. To pellet nuclei, the supernatant was taken from the low speed spin and sedimented for 10 min at 2000* g* at 4 °C. Meanwhile, more nuclei were released by a second round of 25 strokes with pestle B, a short rest on ice, and 25 more strokes with pestle B. Debris was pelleted as above, and nuclei were pelleted as above in the same tube as the previous nuclei pellet. Nuclei yields were further increased with light sonication. Debris was resuspended in 300 μL total NPB and sonicated in a Diagenode Bioruptor on Low power for 2 cycles of 30 s ON / 30 s OFF. Volume was brought to 1 mL total, and debris was removed, and nuclei were pelleted in the same tube as above. Nuclei were subjected to a buffer exchange and cleanup step to further remove any debris. The nuclei pellet was resuspended in 1 mL Tagmentation Reaction Buffer (TRB): 1 X Tagment DNA buffer (10% Dimethylformamide, 10 mM Tris–HCl pH 7.5, 10 mM MgCl_2_), 0.33 X PBS, 0.01% Digitonin, 0.1% Tween-20. Debris was pelleted as above, and the supernatant was moved to a new tube and nuclei were pelleted as above. Nuclei were cleaned a final time by resuspending in TRB and pelleting. The supernatant was carefully removed to leave about 50 – 60 μL of supernatant without disturbing the nuclei pellet.

Nuclei were stained with DAPI and counted using a hemocytometer. Nuclei were tagmented by taking an aliquot of 50,000 nuclei, bringing the total reaction volume to 47.5 μL with TRB, and adding 2.5 μL TDE1 tagmentase. The tagmentation reaction was incubated for 30 min at 37 °C with shaking. Immediately after the reaction concluded, reactions were cleaned up using the Zymo DNA Clean & Concentrator-5 kit.

Cleaned up tagmented DNA was added to a PCR reaction mix with 1.25 µM each Nextera i5 and i7 adapters and NEBNext High-fidelity 2X PCR Master Mix. Libraries were amplified with an initial extension and denaturation step of 5 min at 72 °C and 30 s at 98 °C followed by 12 cycles of 10 s at 98 °C, 30 s at 63 °C, and 1 min at 72 °C, with a final extension of 10 min at 72 °C. Adapter contamination was initially removed with the Zymo DNA Clean & Concentrator-5 kit, and library size distributions were checked by running on a gel. Libraries were subjected to a final cleanup with 1.8 X AMPure XP beads.

### Sample and library preparation for RNA-seq

RNAseq library preparation is discussed [15]. Larvae with or without auxin treatment were collected in 50 mM NaCl and were cleaned from OP-50 bacteria by sedimentation through a 5% sucrose cushion including 50 mM NaCl. After sucrose clean-up of bacteria, larvae were flash frozen in 20 mM Tris- HCl pH 7.4, 150 mM NaCl, 5 mM MgCl2 and ground in liquid nitrogen with mortar and pestle. The frozen worm powder was thawed on ice and mixed with 5 mM DTT, 1% Triton X-100, 100 µg/ml cycloheximide (Sigma Aldrich) and 5 U/ml Turbo DNase (Thermo Fisher Scientific). 1 ml TRIzol (Thermo Fisher Scientific) was added to the lysate, vortexed and incubated 5 min at room temperature. To extract RNA, 200 ml volume of chloroform was added, then the sample was mixed and spun at 15,000 rpm for 10 min. Aqueous layer was used for further RNA precipitation. Isolated RNA was isopropanol precipitated and 80% ethanol washed. Thermostable RNAseH (Lucigen) and a pool of 94 DNA oligonucleotides antisense to *C. elegans* ribosomal RNA were used to deplete rRNA from 100 ng total *C. elegans* RNA [48]. RNA-seq libraries were prepared using SMARTer Stranded RNA-Seq kit (Clontech). Initially, RNA was alkaline fragmented at 95˚C for 4 min followed by the protocol optimized < 10 ng RNA input. 12–14 cycles of PCR were used to amplify the sequences. Library DNA was then purified using Agencourt AMPure XP beads (Beckman Coulter). The resulting libraries were quantified with Qubit dsDNA HS Assay Kit (ThermoFisher Scientific) and sequenced on NovaSeq 6000 v1.5, SP flow cell (Illumina).

### ATAC-seq data processing

ATAC-seq raw reads were processed using the SRAtac pipeline version v0.5.0 with the Docker profile on the Google Cloud Life Sciences executor. Reads were aligned to *C. elegans* reference assembly WBcel235 and contamination levels checked against the *E. coli* genome assembly EB1. Reads were trimmed using fastp with the Nextera adapter sequence specified. Trimmed reads were aligned using bowtie 2 with parameters `–very-sensitive -X 2000`. Duplicate reads were marked with SAMBLASTER [49], and SAM files were sorted, indexed, and compressed using SAMtools [50]. BAM files were filtered using Sambamba view with parameters `–filter "mapping_quality >  = 10 and not ref_name =  = 'MtDNA' and not unmapped" –format bam –with-header` then sorted and indexed using Sambamba. Filtered BAM files were converted to BED files with bedTools bamtobed, and peaks were called on BED files using MACS2 with parameters `–format BED –gsize ce –keep-dup 1 –nolambda –nomodel –extsize 150 –shift 75`. All narrowPeaks files were merged using Homer mergePeaks with options `-d given -gsize ce`. featureCounts was used to count reads within merged peaks with the option `–ignoreDup` set to prevent counting duplicate reads.

### Differential accessibility analysis

The counts matrix of reads within peaks was read into R. The `ruvg` function from the R package RUVseq was used to remove unwanted variation that was likely due to batch effects ^52^. The set of empirical control peaks for `ruvg` were obtained by running DESeq2 on the counts matrix. Peaks with an adjusted p-value greater than or equal to 0.75 in the comparison *rpoa-2::degron; eft-3p::tir-1* vs. *rpoa-2::degron* were extracted as empirical control genes. Two factors of unwanted variation were computed for the data. Differential peaks were called using DESeq2 with the two factors of unwanted variation and the genotype as variables in the design ^28^. The R package apeglm was used for shrinkage of log fold changes [51].

### Whole genome sequencing library preparation

Illumina Nextera XT protocol was followed by using a suggested amount of genomic DNA. The resulting PCR product was cut from the gel at approximately 300 bp. The gel was eluted using Zymo gel purification kit and sequenced on the same Novaseq platform.

### Motif enrichment

Motifs were identified using the STREME software from MEME Suite (version 5.5.2) [52]. To extract sequences for motif analysis, coordinates for all open chromatin regions (OCRs) or differentially accessible regions (DARs) were exported from the `DESeqResults` object in R to text files in BED format using a custom script. Sequences were then extracted using `bedtools getfasta` (v2.31.0) to get the fasta sequence over each OCR or DAR from the WBCel235 reference genome. These sequences were used as input into STREME (v5.5.2) with the sequences of all OCRs provided as controls and DARs of either increased or decreased accessibility in either *rpoa-2::tir-1* vs. *rpoa-2* or *grwd-1::tir-1* vs. *grwd-1* as the sequences in which to find motifs. Transcription factor binding motifs were inspected and downloaded from JASPAR 2022 [28].

### Transcription factor and histone modification intersection analysis

EOR-1 transcription factor binding bed format data from L1 larvae was downloaded from ChipAtlas. The bedtools intersect was used with parameters -wa and -u to count the number of differentially accessible regions (DARs) that intersected. Fisher's exact test was used for DARs that intersect or do not intersect with EOR-1 binding sites.

For specific transcription factor and histone modification enrichments, Chip Atlas enrichment analysis tool was used [29]. Specifically, significantly more accessible DAR peaks upon RPOA-2 or GRWD-1 depletion were used as an input and all detected ATACseq peaks were used as a background. Significant enrichment data is reported only when it was detected at least 4 different set of Chip seq experiments for a given transcription factor or histone modification.

### Supplementary Information

**Additional file 1: Figure-S1. **SRAlign consists of a central processing workflow that carries out standard NGS processing steps, and writes key output files. Quality control (QC) workflow generates QC metrics for reads, alignments, library complexity, and sample reproducibility. Intermediate MultiQC reports and a final pipeline report includes output files as summarized. **Figure S2.** SRAlign effectively aligns RNA-seq data to a reference genome. A. Percentage of reads aligned [20]. B.Proportion of aligned reads aligned to e ach chromosome.C.Genome browser snapshots of RNA-seq alignments for both replicates with RefSeq genes.** Figure S3.** Validation experiments for RPOA-2 and GRWD-1 depletion. A. Depletion of GRWD-1::degron::GFP after 18 hours of auxin treatment. The numbers on top of the blot represent the ratio of GFP to actin. B. RT-qPCR showing the relative expression levels of the internal transcribed spacer of ribosomal RNA ITS1 and ITS2 in response to RPOA-2 depletion. The relative transcript levels were determined for each sample by normalizing them to mature 26S rRNA. Embryos of were treated with or without auxin for 18 hours. Data were obtained from three biological experiments with three technique replicates for each biological replicate. Statistical significance was determined using an independent t-test. **Figure S4.** Ribosome biogenesis disruption leads to significant changes in chromatin accessibility. A-B. PCA plots for the first principal components computed by DESeq2, prior to (A) and after (B) batch effect removal using RUVseq and limma::removeBatchEffect(). Green: no RPOA-2 depletion (RPOA-2); dark green: RPOA-2 depleted (RPOA-2; TIR1) light orange: no RRB-1 depletion (RRB-1); dark orange: RRB-1 depleted (RRB-1; TIR1) C-D. Number of differentially accessible regions (DARs) with increased–left– and decreased–right– accessibility for RPOA-2 (C) RRB-1 depletion (D). E-F. Heatmaps of log transformed normalized peak counts for the top 25 DARs in response to RPOA-2 (E) and RRB-1 (F) depletion. **Figure S5.** Most gene expression changes are not associated with chromatin accessibility changesVolcano plot of -log10 of adjusted p-value vs log2 fold change of ATAC-seq peaks overlapping annotated regulatory elements in response to RPOA-2 depletion. Points colored according to whether a particular peak is a differentially accessible region (DAR, green), or differentially expressed gene (DEG, purple), or both (navy).

## Data Availability

ATAC-seq and RNA-seq libraries are available through NCBI GEO, with accession code GSE218280 and GSE213367.

# Supplementary material for: Ribosome biogenesis disruption mediated chromatin structure changes revealed by SRAtac, a customizable end to end analysis pipeline for ATAC-seq
**Source:** BMC Genomics. 2023 Sep 1;24:512. doi: 10.1186/s12864-023-09576-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure-S1. SRAlign consists of a central processing workflow that carries out standard NGS processing steps, and writes key output files. Quality control (QC) workflow generates QC metrics for reads, alignments, library complexity, and sample reproducibility. Intermediate MultiQC reports and a final pipeline report includes output files as summarized. Figure S2. SRAlign effectively aligns RNA-seq data to a reference genome. A. Percentage of reads aligned [20]. B.Proportion of aligned reads aligned to e ach chromosome.C.Genome browser snapshots of RNA-seq alignments for both replicates with RefSeq genes. Figure S3. Validation experiments for RPOA-2 and GRWD-1 depletion. A. Depletion of GRWD-1::degron::GFP after 18 hours of auxin treatment. The numbers on top of the blot represent the ratio of GFP to actin. B. RT-qPCR showing the relative expression levels of the internal transcribed spacer of ribosomal RNA ITS1 and ITS2 in response to RPOA-2 depletion. The relative transcript levels were determined for each sample by normalizing them to mature 26S rRNA. Embryos of were treated with or without auxin for 18 hours. Data were obtained from three biological experiments with three technique replicates for each biological replicate. Statistical significance was determined using an independent t-test. Figure S4. Ribosome biogenesis disruption leads to significant changes in chromatin accessibility. A-B. PCA plots for the first principal components computed by DESeq2, prior to (A) and after (B) batch effect removal using RUVseq and limma::removeBatchEffect(). Green: no RPOA-2 depletion (RPOA-2); dark green: RPOA-2 depleted (RPOA-2; TIR1) light orange: no RRB-1 depletion (RRB-1); dark orange: RRB-1 depleted (RRB-1; TIR1) C-D. Number of differentially accessible regions (DARs) with increased–left– and decreased–right– accessibility for RPOA-2 (C) RRB-1 depletion (D). E-F. Heatmaps of log transformed normalized peak counts for the top 25 DARs in response to RP

**SUPPLEMENTARY FIGURE LEGENDS:**

**Figure S1:** **SRAlign automates data processing, performs quality control, and generates output files and MultiQC reports.** SRAlign consists of a central processing workflow that carries out standard NGS processing steps and writes key output files. Quality control (QC) workflow generates QC metrics for reads, alignments, library complexity, and sample reproducibility. Intermediate MultiQC reports and final pipeline report includes output files as summarized on the right side.

**Figure S2:** **SRAlign effectively aligns RNA-seq data to a reference genome.** **A.** Percentage of reads aligned [20]. **B.** Proportion of aligned reads aligned to each chromosome. **C.** Genome browser snapshots of RNA-seq alignments for both replicates with RefSeq genes.

**Figure S3: Validation experiments for RPOA-2 and GRWD-1 depletion**

**A.** Depletion of GRWD-1::degron::GFP after 18 hours of auxin treatment. The numbers on top of the blot represent the ratio of GFP to actin. **B.** RT-qPCR showing the relative expression levels of the internal transcribed spacer of ribosomal RNA ITS1 and ITS2 in response to RPOA-2 depletion. The relative transcript levels were determined for each sample by normalizing them to mature 26S rRNA. Embryos were treated with or without auxin for 18 hours. Data were obtained from three biological experiments with three technique replicates for each biological replicate. Statistical significance was determined using an independent t-test.

**Figure S4: Ribosome biogenesis disruption leads to significant changes in chromatin accessibility**. **A-B.** PCA plots for the first principal components computed by DESeq2, prior to (**A**) and after (**B**) batch effect removal using RUVseq and limma::removeBatchEffect(). Green: no RPOA-2 depletion (RPOA-2); dark green: RPOA-2 depleted (RPOA-2; TIR1); light orange: no GRWD-1 depletion (GRWD-1); dark orange: GRWD-1 depleted (GRWD-1; TIR1) **C-D.** Number of differentially accessible regions (DARs) with increased–left– and decreased–right– accessibility for RPOA-2 (**C**) GRWD-1 depletion (**D). E-F.** Heatmaps of log transformed normalized peak counts for the top 25 DARs in response to RPOA-2 (**E**) and GRWD-1 (**F**).

**Figure S5: Most gene expression changes are not associated with chromatin accessibility changes**. Volcano plot of -log10 of adjusted p-value vs log2 fold change of ATAC-seq peaks overlapping annotated regulatory elements in response to RPOA-2 depletion. Points colored according to whether a particular peak is a differentially accessible region (DAR, green), differentially expressed gene (DEG, purple), or both (navy).

# Supplementary material for: Ribosome biogenesis disruption mediated chromatin structure changes revealed by SRAtac, a customizable end to end analysis pipeline for ATAC-seq
**Source:** BMC Genomics. 2023 Sep 1;24:512. doi: 10.1186/s12864-023-09576-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure-S1. SRAlign consists of a central processing workflow that carries out standard NGS processing steps, and writes key output files. Quality control (QC) workflow generates QC metrics for reads, alignments, library complexity, and sample reproducibility. Intermediate MultiQC reports and a final pipeline report includes output files as summarized. Figure S2. SRAlign effectively aligns RNA-seq data to a reference genome. A. Percentage of reads aligned [20]. B.Proportion of aligned reads aligned to e ach chromosome.C.Genome browser snapshots of RNA-seq alignments for both replicates with RefSeq genes. Figure S3. Validation experiments for RPOA-2 and GRWD-1 depletion. A. Depletion of GRWD-1::degron::GFP after 18 hours of auxin treatment. The numbers on top of the blot represent the ratio of GFP to actin. B. RT-qPCR showing the relative expression levels of the internal transcribed spacer of ribosomal RNA ITS1 and ITS2 in response to RPOA-2 depletion. The relative transcript levels were determined for each sample by normalizing them to mature 26S rRNA. Embryos of were treated with or without auxin for 18 hours. Data were obtained from three biological experiments with three technique replicates for each biological replicate. Statistical significance was determined using an independent t-test. Figure S4. Ribosome biogenesis disruption leads to significant changes in chromatin accessibility. A-B. PCA plots for the first principal components computed by DESeq2, prior to (A) and after (B) batch effect removal using RUVseq and limma::removeBatchEffect(). Green: no RPOA-2 depletion (RPOA-2); dark green: RPOA-2 depleted (RPOA-2; TIR1) light orange: no RRB-1 depletion (RRB-1); dark orange: RRB-1 depleted (RRB-1; TIR1) C-D. Number of differentially accessible regions (DARs) with increased–left– and decreased–right– accessibility for RPOA-2 (C) RRB-1 depletion (D). E-F. Heatmaps of log transformed normalized peak counts for the top 25 DARs in response to RP

Freeman et al. Figure S1

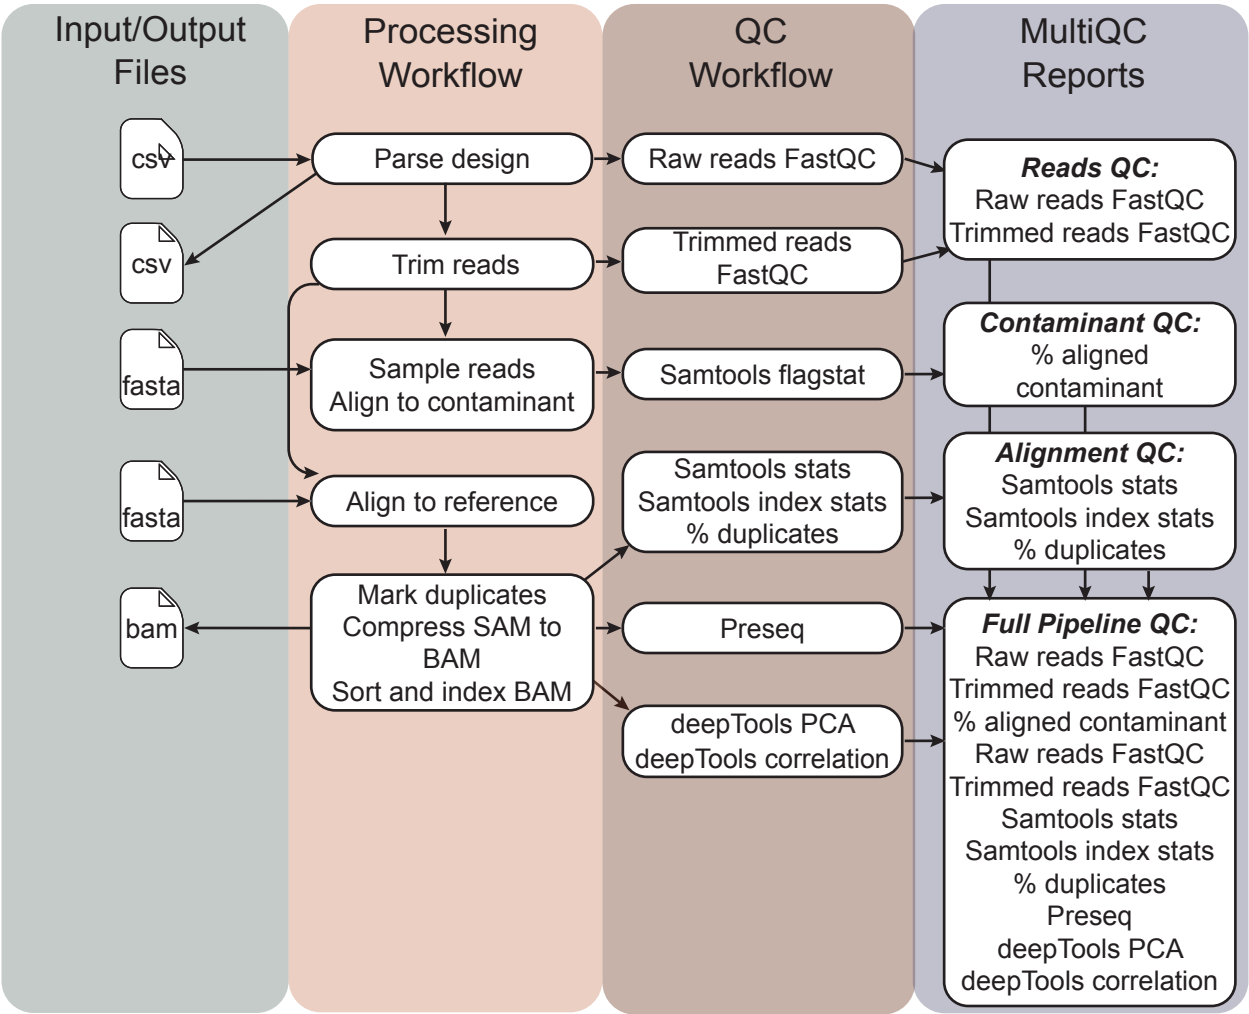

**Figure-S1: SRAalign automates data processing, performs quality control, generates output files and MultiQC reports**  
SRAalign consists of a central processing workflow that carries out standard NGS processing steps, and writes key output files. Quality control (QC) workflow generates QC metrics for reads, alignments, library complexity, and sample reproducibility. Intermediate MultiQC reports and a final pipeline report includes output files as summarized.

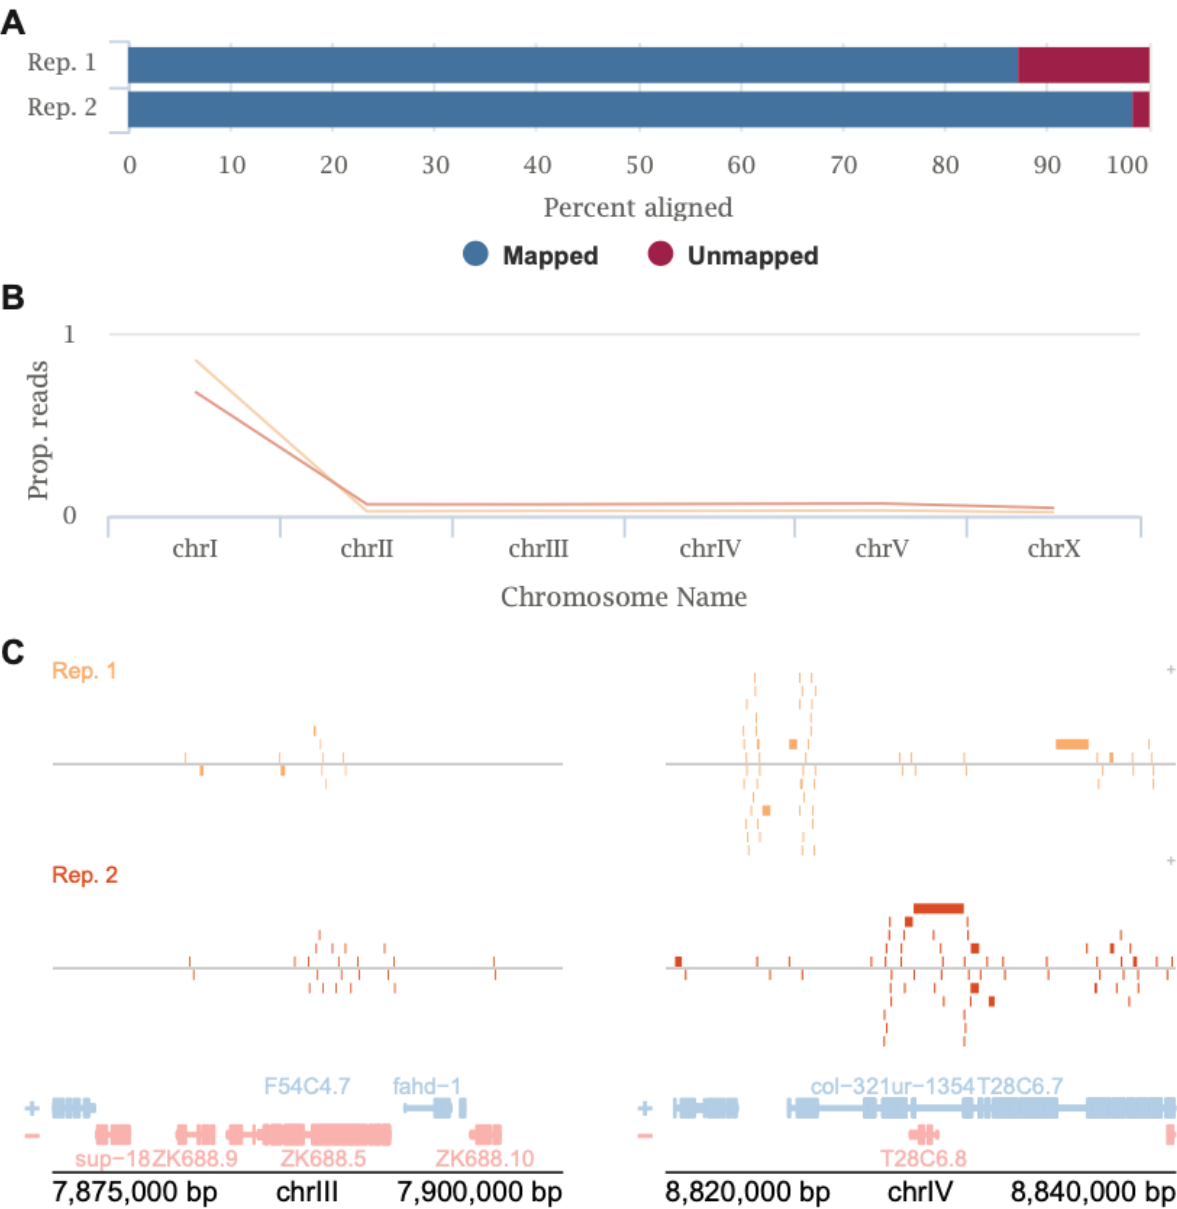

**Figure S2: SRAalign effectively aligns RNA-seq data to a reference genome.**  
**A.** Percentage of reads aligned [20]. **B.** Proportion of aligned reads aligned to each chromosome. **C.** Genome browser snapshots of RNA-seq alignments for both replicates with RefSeq genes.

**B.** RT-qPCR showing the relative expression levels of the internal transcribed spacer of ribosomal RNA ITS1 and ITS2 in response to RPOA-2 depletion. The relative transcript levels were determined for each sample by normalizing them to mature 26S rRNA. Embryos were treated with or without auxin for 18 hours. Data were obtained from three biological experiments with three technique replicates for each biological replicate. Statistical significance was determined using an independent t-test.

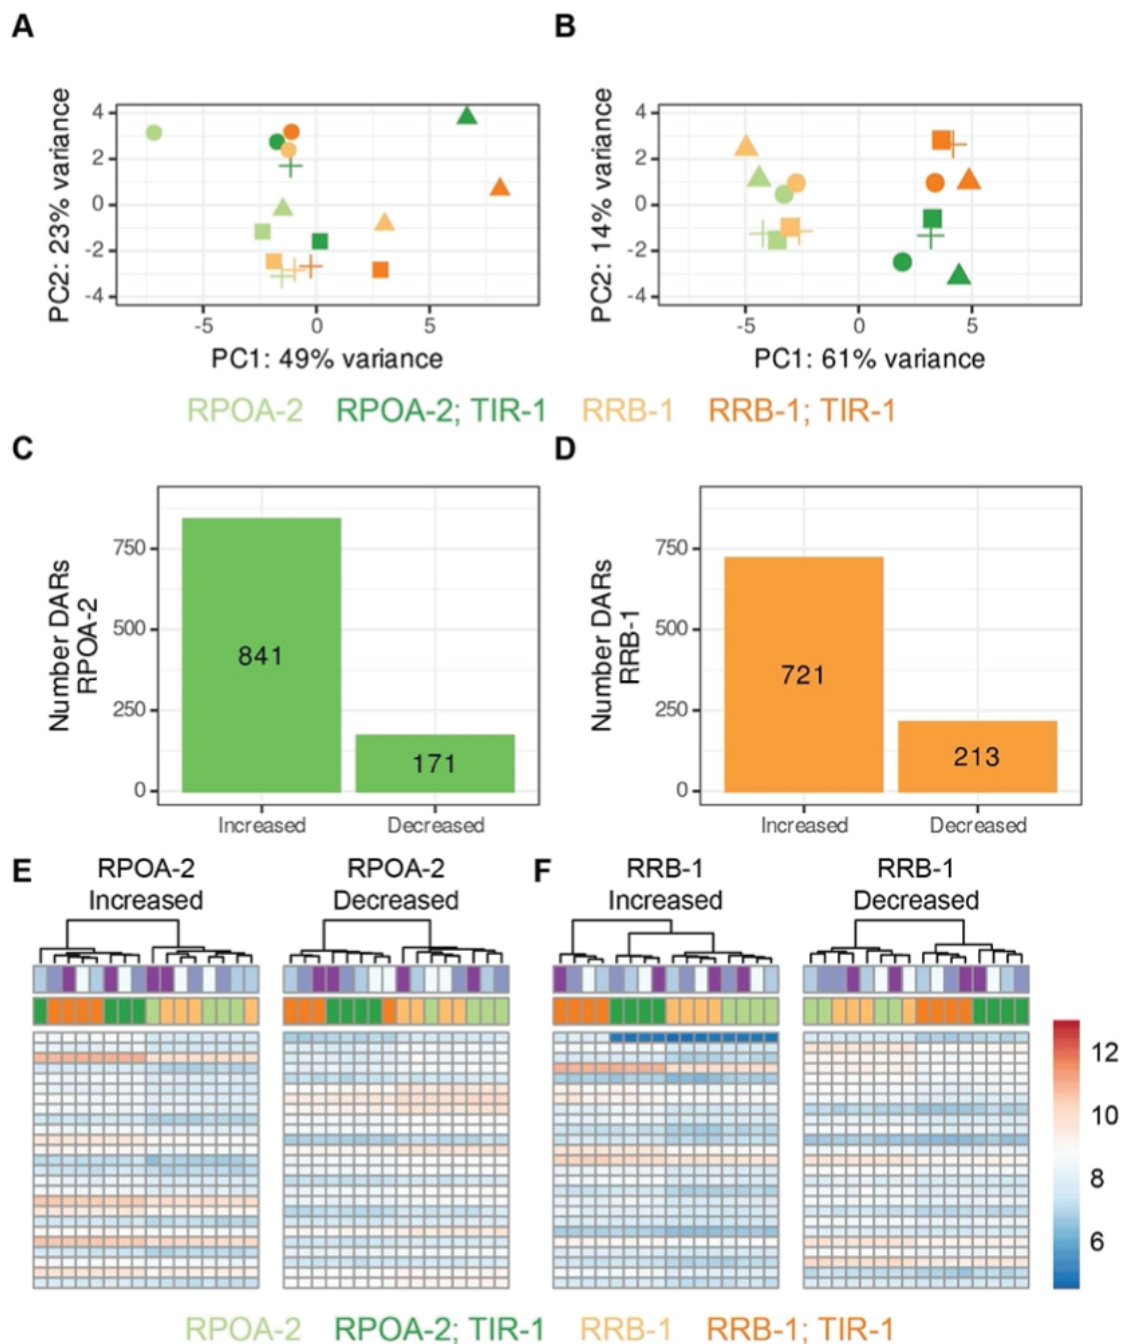

**Figure S4: Ribosome biogenesis disruption leads to significant changes in chromatin accessibility.**

**A-B.** PCA plots for the first principal components computed by DESeq2, prior to **(A)** and after **(B)** batch effect removal using RUVseq and limma::removeBatchEffect(). Green: no RPOA-2 depletion (RPOA-2); dark green: RPOA-2 depleted (RPOA-2; TIR1) light orange: no RRB-1 depletion (RRB-1); dark orange: RRB-1 depleted (RRB-1; TIR1) **C-D.** Number of differentially accessible regions (DARs) with increased–left– and decreased–right– accessibility for RPOA-2 **(C)** RRB-1 depletion **(D)**. **E-F.** Heatmaps of log transformed normalized peak counts for the top 25 DARs in response to RPOA-2 **(E)** and RRB-1 **(F)** depletion.

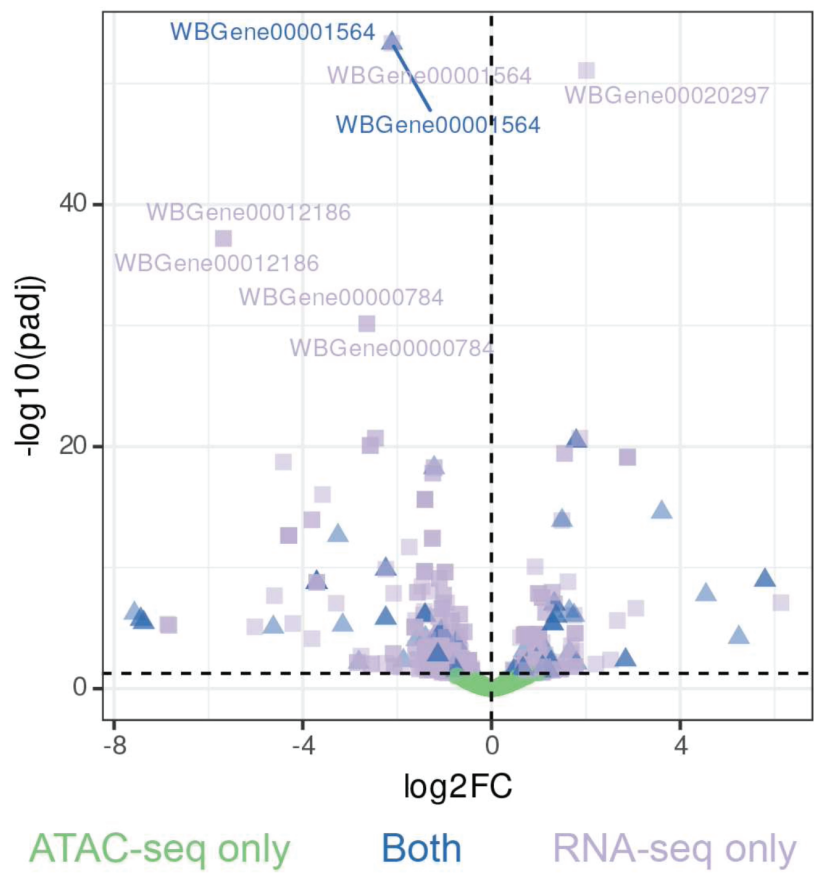

**Figure S5: Most gene expression changes are not associated with chromatin accessibility changes.** Volcano plot of -log<sub>10</sub> of adjusted p-value vs log<sub>2</sub> fold change of ATAC-seq peaks overlapping annotated regulatory elements in response to RPOA-2 depletion. Points colored according to whether a particular peak is a differentially accessible region (DAR, green), or differentially expressed gene (DEG, purple), or both (navy).

How the deposited data were processed for this re-analysis (not part of the article)

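Chromatin accessibility was measured by ATAC-seq in L1 larvae of 4 strains with 4 replicates each: RPOA-2 and GRWD-1 degron strains without TIR1, collected after 18 h, and the same degrons with TIR1, collected after 24 h, all at 23 °C with 1 mM auxin. The sample labels give GRWD-1 as RRB-1. The deposited files hold, for each of the 16 libraries, whole-number counts of reads in 29131 merged peaks, without normalization. The authors trimmed reads with fastp, aligned them to WBcel235 with bowtie 2, marked duplicates with SAMBLASTER, removed mitochondrial, unmapped and poorly mapped reads, called peaks per library with MACS2, merged them with Homer and counted reads with featureCounts 2.0.1 without duplicates. The MACS2 shift is given in the methods as a positive value, and its effect was not tested here. All peaks carry names, and no count was left out.

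The counts per library ranged from 2337415 to 13010378. A check for libraries that share reads compared the 24 pairs of libraries from the same strain, and the chi-square per degree of freedom ranged from 1.87 to 11.8, so no pair differed by as little as counting error alone. The common biological coefficient of variation was 8.1%.

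The counts were fitted in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), TMM normalization and filterByExpr, which removed 0 of the 29131 peaks. The design held 4 genotypes and 2 factors of unwanted variation. RUVSeq was not used, and the factors were computed after the RUVg method from upper-quartile-scaled counts of control peaks, the 13897 peaks with an adjusted p-value of at least 0.75 in a DESeq2 1.42.0 fit with genotype alone. Contrasts were the strain with TIR1 against the strain without it for each degron, RPOA-2 depleted against GRWD-1 depleted larvae, and the difference between both depletion effects. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05. Standard errors are the absolute log2 fold change divided by the normal quantile of its unadjusted two-sided p-value, and are not an output of edgeR. The text of the paper does not name its threshold. Shared DARs were tested with a one-sided Fisher's exact test among all tested peaks. Principal components used the 500 most variable peaks of vst values, with and without removal of the factors by limma 3.58.1, and PC1 scores were compared by an exact permutation test over all 6435 groupings of 8 against 8. Shrunken log2 fold changes, used in an alternative, came from apeglm 1.24.0.

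Peaks were annotated with the Ensembl gene annotation of WBcel235. A peak's gene is the gene whose transcript 5′ end is nearest to the peak's midpoint. Peaks were named by a rule set before the data were examined: the 3 largest rises and 3 largest falls among DARs shared by both depletions with all 4 depleted libraries apart from all 4 undepleted libraries in each, the 2 largest log2 fold changes in each direction between the depleted larvae, and the peaks at rpoa-2, grwd-1, eft-3, eor-1 and the 4 genes labelled in Figure S5. Any other peak is named as chosen after its values were seen.

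The alternatives were a DESeq2 test, shrunken log2 fold changes, 0, 1 or 3 factors, other control peaks, unscaled counts for the factors, a block of the replicate numbers, other normalizations, filters and thresholds, fits of 8 libraries, and leaving out each library in turn. Thinning all libraries to 2337415 reads, leaving out libraries with the control peaks kept, and keeping the groups when the factors are removed before the principal components were added after the data were seen. The fit was tested on simulated data with 200 changed peaks.

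The genome sequence was not used here, so the motif, 8-mer and GC content results and alternatives were not run. RNA-seq, EOR-1 binding, H3K4me2 regions and the list of regulatory elements were not used here either.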

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

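The tests on the chromosome V peak, the ribosomal DNA, the chromosome II peaks and PC1 were chosen after the results were seen; those on the eft-3 peak and the splits of the depleted libraries were chosen before.

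In 3 peaks the effect of RPOA-2 depletion differed from that of GRWD-1 depletion. The first is the peak on chromosome V from 9317893 to 9318644 (adjusted p of the difference 1.68e-06 from edgeR's quasi-likelihood test), which held 80.0 ± 10.5 CPM (SD, n = 4) in GRWD-1 depleted larvae. The other 12 libraries held 10 reads in all, at most 4 in any of them and 0 in 8 of them, while the peak with the next fewest reads in these libraries had 166. Closed chromatin in the other 3 strains would leave background reads as at the weakest other peaks, and these reads are far fewer. A difference in sequence at this place, such as a deletion or a change that keeps reads from aligning, is a candidate explanation, since at most 4 reads were found in each of the 12 libraries. The difference would then lie between GRWD-1 larvae with and without TIR1, which are different strains. Genome sequence of the strains was not analysed here. The 2 other peaks are on chromosome I near or over ribosomal RNA genes. For the peak from 15063578 to 15068104 the adjusted p of the difference was 0.000691 and for the peak from 15060874 to 15061359 it was 0.0282. With the replicate numbers in the design in place of the 2 factors, edgeR gave adjusted p-values of 0.810 and 0.228. Neither then passed the threshold. Of the 35 splits of the 8 depleted libraries into 4 and 4, 3 gave as many peaks with a different effect, with up to 19, so the number of such peaks is one that other groupings also give.

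Over the ribosomal RNA genes, RPOA-2 depleted larvae had fewer counts than RPOA-2 larvae without TIR1. With library totals in place of TMM, the adjusted p of the difference between the depletions was 3.4e-05, so the scaling of the libraries alone does not account for it. Without the factors the adjusted p of the difference was 1.00. Strains can differ in their number of ribosomal DNA copies, which would move all peaks of the array alike. The next peak downstream, from 15068200 to 15068595, had a log2 fold change of -0.54 (standard error 0.103, adjusted p = 9.93e-05, edgeR) upon RPOA-2 depletion. It also fell upon GRWD-1 depletion, by 0.32 (standard error 0.0894, adjusted p = 0.0353, edgeR), and the difference between the effects had an adjusted p of 0.882, so the difference between the depletions was not found at this peak. Copy number and accessibility cannot be told apart here, because a strain without depletion at the same copy number is not among the samples. A lower accessibility of ribosomal DNA upon loss of RNA polymerase I also stays open, untested. In the peak over the ribosomal RNA genes, RPOA-2 replicate 1 (36563 CPM) and GRWD-1 replicate 3 (37607 CPM) lay far below the other 3 libraries of their groups.

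The 3 largest rises shared by both depletions lie outside the regions that the paper discusses, with log2 fold changes upon RPOA-2 depletion of 1.40 (chromosome II, from 8418614), 1.19 (from 8420527) and 1.00 (from 8420753). With a further peak from 8420175 to 8420410, 4 of the 68 shared increased DARs lie within 5 kb. In 0 of 1000 random sets of as many tested peaks did 4 lie within 5 kb, which argues against chance. Both strains with TIR1 carry this rise, and at its largest peak they differed by a log2 fold change of 0.046, so the TIR1 transgene or its insertion site may be the source. A response to both depletions predicts the same, and they cannot be told apart because each depleted strain carries TIR1. In the largest peak, GRWD-1 depleted replicate 4 had 98.5 CPM, far above the other 3 libraries of its group.

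In the peak over eft-3, RPOA-2 depleted replicate 2 had 234.6 CPM, far above the other 3 libraries of its group. An extra copy of the eft-3 promoter in the TIR1 transgene would raise this peak in both depleted strains. It rose by a log2 fold change of 0.23 upon RPOA-2 and 0.20 upon GRWD-1 depletion, with unadjusted p-values of 0.00256 and 0.00511 from edgeR (adjusted p = 0.0974 and 0.162), and an extra copy cannot be told apart from a change at the gene itself, because the peak also covers sequence outside the promoter.

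After the 2 factors were removed, GRWD-1 depleted replicate 4 had a PC1 score of 5.82, far above the other 3 libraries of its group. The control peaks, chosen for not differing with genotype, could force the split of the libraries on PC1. With log2 CPM in place of vst values and no removal at all, so without control peaks, 7 of the 8 depleted libraries lay above every undepleted library (exact permutation test, p = 0.000311). A removal that used no control peaks, given with the alternatives, separated all 8, which argues against control peaks as the whole cause. Before the removal, vst values gave p = 0.0493 with 500 peaks and p = 0.307 with all tested peaks (exact permutation tests), so without any removal the separation depends on the peaks used. In all, 64 groups of 4 libraries were examined for a library far from the others and 5 had one, where chance gives 3.2.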

How the results depend on the processing

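All alternatives but thinning, kept control peaks and the group design in the principal components were set before the data were examined. For all counts below, the cause of the change was not tested unless it follows from the alternative itself.

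Without the factors of unwanted variation, RPOA-2 had 19 increased and 15 decreased DARs and GRWD-1 15 and 25, with 9 increased and 11 decreased shared. Between the depleted larvae 0 peaks were higher (531 at an unadjusted p-value under 0.05) and 2 lower, 1 effect differed, 55.9% of RPOA-2 DARs were increased and r over DARs was 0.21, or 0.91 without the chromosome V peak (0.76 with the factors). With 1 factor, RPOA-2 had 86 increased and 46 decreased, GRWD-1 62 and 98, with 28 and 28 shared, 0 higher (964 at an unadjusted p-value under 0.05), 2 lower, 1 different effect and r 0.38, or 0.84 without that peak. With 3 factors, GRWD-1 had 55 increased (54.5%, a majority, against 41.4%) and 46 decreased, with 37 and 26 shared, 4 higher, 2 lower, 1 different effect and r over all peaks 0.30.

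With control peaks from the GRWD-1 comparison, RPOA-2 had 56 increased (43.4%, no longer a majority) and 73 decreased DARs, GRWD-1 107 increased, with 30 increased shared, 4 higher, 10 lower and r over all peaks 0.30. With all peaks as control peaks, RPOA-2 had 26 increased (41.3%, no longer a majority) and 37 decreased, GRWD-1 65 and 121, with 18 and 26 shared, 2 higher, 6 lower and r over all peaks 0.46. With unscaled counts for the factors, GRWD-1 had 64 increased and 136 decreased, with 33 increased shared, 123 higher, 14 lower, 1 different effect and r over DARs 0.40.

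At an adjusted p-value under 0.1, which calls more peaks by construction, RPOA-2 had 532 increased and 255 decreased, GRWD-1 281 increased, with 48 higher and 5 different effects. Fits of the 8 libraries of each comparison gave GRWD-1 17 increased and 36 decreased, with 10 and 21 shared and r over DARs 0.79, and cannot give the comparison between depletions. With at least 50 counts in every sample, 14 were higher, 5 lower, 0 effects differed (812 at an unadjusted p-value under 0.05), r over DARs was 0.78 and over all peaks 0.49, in a set without the chromosome V peak. The DESeq2 test gave 1 different effect and shrunken log2 fold changes r over all peaks 0.34. With all libraries thinned to 2337415 reads, RPOA-2 had 106 increased (57.9%) and 77 decreased, GRWD-1 65 and 96, with 25 and 38 shared and 7 higher. The control peaks and factors were chosen again from the thinned counts, in a single random draw. The fall in these counts therefore cannot be put down to depth alone. In simulated data, changes of 0.5 on the log2 scale were called in 40.5% of 200 changed peaks and changes of 1 in 93.5%.

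The replicate numbers may mark the batches in which a replicate of each strain was processed. The correlation between libraries with the same number was 0.244, 0.193, 0.0190 and -0.0186 for RPOA-2 and 0.324, 0.424, 0.0374 and 0.0530 for GRWD-1, with a mean of 0.167 over 24 same-number pairs of different strains and -0.0558 over 72 other pairs, so the pairing is not borne out for each number. PC1 before removal held 49.8% of its variance between replicate numbers and after it 1.00%. With a block of the replicate numbers in place of the factors, RPOA-2 had 94 decreased DARs and 81.9% increased, GRWD-1 86 increased and 112 decreased, with 45 increased shared, 2 higher and 13 lower (against 29 and 9), 1 different effect, and an odds ratio for promoters of 1.44 among decreased RPOA-2 DARs. With the block beside the factors, RPOA-2 had 204 increased DARs, 4 peaks were higher and 6 lower. With the block in place of the factors, the 2 largest rises between the depleted larvae, on chromosomes V and IV, passed the threshold (adjusted p = 0.0230 each, edgeR), and so did the fall over icl-1 upon RPOA-2 depletion (adjusted p = 0.00307, edgeR) and the fall over the ribosomal RNA genes upon RPOA-2 depletion (adjusted p = 0.00165, edgeR), while its difference between the depletions did not (adjusted p = 0.810, edgeR), nor did the fall of the chromosome I peak from 15060874 upon RPOA-2 depletion (0.0734) or its difference between the depletions (0.228). The median near cuticle collagen genes was -0.08 upon RPOA-2 and -0.10 upon GRWD-1 depletion. With the block removed before the principal components, where no control peaks force the split, 8 of 8 depleted libraries lay above every undepleted library on PC1 (difference 7.46, exact permutation test, p = 0.000155). Of the 35 splits of the libraries, with this block, 1 gave as many DARs for RPOA-2 (519, next 268) and for GRWD-1 (198, next 94), the real one, and 2 gave as many between the depleted larvae (the real one with 15 and another with 37), so other groupings also give that number.

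Across the 16 fits that each left out a library, RPOA-2 had 17 to 594 increased and 17 to 166 decreased DARs, with 44.2 to 79.8% increased, and GRWD-1 28 to 221 and 61 to 239, with 31.5 to 54.6% increased. Shared were 11 to 86 increased and 11 to 56 decreased, 0 to 108 peaks were higher (729 at an unadjusted p-value under 0.05 where it was 0) and 3 to 15 lower, 1 to 8 effects differed, r over DARs was 0.27 (without RPOA-2 depleted replicate 3) to 0.50 and r over all peaks 0.21 to 0.41. Without RPOA-2 depleted replicate 2 nearly all were lowest: 17 and 17 for RPOA-2, 28 and 61 for GRWD-1, 11 and 11 shared, 0 higher, 3 lower and 1 different effect, with r over all peaks 0.41. Without RPOA-2 depleted replicate 1, 594 RPOA-2 DARs were increased, 108 peaks higher, 15 lower and 8 effects different. Increased RPOA-2 DARs were also 80 (44.2%) without RPOA-2 replicate 1, 84 without replicate 3, 153 without replicate 4, 207 without GRWD-1 replicate 1, and 543 and 189 without GRWD-1 depleted replicates 2 and 3, and decreased ones 91, 56 and 78 without RPOA-2 replicates 2, 3 and 4 and 90 without RPOA-2 depleted replicate 3. GRWD-1 had 106 and 144 without its replicate 1, 55 and 104 without replicate 2, and 106 (54.6%) and 88 without depleted replicate 2, where 1 DAR was shared in opposite directions, and 87 and 141 without depleted replicate 3. Without RPOA-2 replicate 4, 50.1% of GRWD-1 DARs were increased. Shared increased DARs were 34 without RPOA-2 replicate 1 or 3, 32 without GRWD-1 replicate 2 and 37 without GRWD-1 depleted replicate 3, and shared decreased 33 without RPOA-2 replicate 3. Peaks higher were 4, 15 and 4 without RPOA-2 replicates 1, 3 and 4, 19 and 44 without RPOA-2 depleted replicates 3 and 4, 81 and 12 without GRWD-1 replicates 2 and 3, and 12, 3 and 14 without GRWD-1 depleted replicates 1, 3 and 4. Peaks lower were 5 without RPOA-2 replicate 1 or 4 and GRWD-1 depleted replicate 1, 3 or 4. Different effects were 1 without RPOA-2 replicate 2 or GRWD-1 depleted replicate 4, 5 without RPOA-2 replicate 3 and 6 without GRWD-1 replicate 2.

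Before removal of the factors, PC1 with all peaks gave p = 0.307 and with log2 CPM p = 0.000311 (exact permutation tests), against 0.0493. With a background matched on mean count and length, the odds ratios for promoters were 1.24 and 1.30 for increased and decreased RPOA-2 DARs, short of the threshold. The 6 shared peaks and those at rpoa-2 and grwd-1 were followed in both depletions. At 3 of the peaks named for a difference between the depleted larvae, that difference was followed, and not at every peak so named. At the ribosomal RNA peak, the difference between the effects was followed. Of these 60 values, 54 kept their direction and side of the threshold and 4 fell short of it. The log2 fold change of the grwd-1 peak, near 0, was -0.018 without factors and -0.013 with the block. Other comparisons at named peaks are not among the 60. Without factors these lost the threshold at the falls upon RPOA-2 depletion over the ribosomal RNA genes (adjusted p = 0.565, edgeR), over icl-1 (0.450) and at the chromosome I peak from 15060874 (0.621, and 1.00 for its difference between the effects), at the rise of the chromosome IV peak upon RPOA-2 depletion (0.273), and at the difference of the ribosomal RNA peak between the depleted larvae (1.00). Alternatives with motifs, 8-mers or GC content were not run, as the genome sequence was not used here.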

Differences from the paper's values

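Of the DARs with increased accessibility in both depletions, the paper gives 366 (labelled as increased in Fig. 4A) and the counts here gave 68. None of the alternatives set before the data were examined came within 1.5 times. The paper associates 571 genes with these regions, and 65 genes were nearest here. The number of genes was not computed under the alternatives.

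For the correlation of log2 fold changes over DARs, the paper gives 0.65 and the value here was 0.47. The alternatives set before the data were examined fell on either side of the paper's value. With at least 50 counts in every sample r was 0.78 and in fits of 8 libraries 0.79, in sets of DARs without the chromosome V peak. The other alternatives gave 0.50 or less. Log2 fold changes shrunken with DESeq2 and apeglm, the kind that the paper used, gave 0.44 here. With these shrunken values and without the chromosome V peak, r was 0.69, a setting chosen after seeing the values.

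Increased DARs upon RPOA-2 depletion were about 840 in Figure S4C, read by eye, and 349 here. Among the alternatives set before the data were examined, the fit without RPOA-2 depleted replicate 1 gave 594, within 1.5 times, and the others did not. Increased DARs upon GRWD-1 depletion were about 720 in Figure S4D, read by eye, and 166 here, with none of these alternatives within 1.5 times. Peaks higher in RPOA-2 depleted than in GRWD-1 depleted larvae were about 7 in Fig. 4B, read by eye, and 29 here. None of the alternatives set before the data were examined came within 1.5 times, and thinning all libraries to one total, chosen after seeing the values, gave 7. After removal of the batch effects, PC1 held about 61% of the variance in Figure S4B, read by eye, and 33.4% here, with 16.2 to 39.5% under these alternatives.

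The paper states that most DARs had increased accessibility after either depletion. Upon GRWD-1 depletion, 41.4% of the DARs here were increased. With 3 factors of unwanted variation they were 54.5%, without GRWD-1 depleted replicate 2 they were 54.6%, and without RPOA-2 replicate 4 they were 50.1%.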

Other observations

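The tests on the splits of the RPOA-2 libraries, on RPOA-2 depleted replicate 2 alone and on larval age were chosen after the results were seen. So was the list of cuticle genes. The matched background was an alternative set before the data were examined, and its use to test an explanation was chosen afterwards.

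Other splits of the libraries were fitted in the same way, with control peaks chosen for each. Of the 35 splits of the 8 RPOA-2 libraries, 1, the real one, gave as many as 491 DARs. The next gave 343 and 311, from 1022 and 267 control peaks, and 27 of the 34 others gave none. For GRWD-1, 1 of 35 splits, the real one, gave as many as 401, and the next gave 29. Between RPOA-2 depleted and GRWD-1 depleted larvae, 1 of 35 gave as many as 38, the real one, with 37 and 33 next to it. Of 31 groupings that swap 2 libraries in each depletion, the real one included, 1 gave as many as 129 shared DARs and the others gave 0, and 1 gave as large a correlation over all tested peaks without the chromosome V peak (0.279, next 0.247). All but 1 of the other 30 groupings had 28809 or more control peaks, against 13897 in the real one. With all peaks as control peaks, the real one still gave 18 increased and 26 decreased shared DARs. The groupings of the libraries by chance are thus argued against for the DARs of each depletion and the shared DARs, and more narrowly for the correlation. The libraries of a strain share their growth, so these splits cannot tell depletion from a difference between the growths of the strains. Between the depleted larvae another split came within 1 peak of the real one, and in an alternative another gave more (see the splits with the replicate block under the alternatives), so there a grouping by chance is not ruled out.

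GRWD-1 depleted larvae had the highest median depth, with 3 deep libraries and replicate 4 at 2738460 counts, which could change the share of DARs in each direction. With all libraries thinned to one total, 40.4% of the GRWD-1 DARs were increased, still under the share of decreased ones.

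Few RPOA-2 DARs were called without RPOA-2 depleted replicate 2. If that library alone carried the change, other splits of the 7 remaining RPOA-2 libraries into 4 and 3 would give as many DARs as the 34 called without it. Of these 35 splits, 2 gave as many, the real one and another with 346 (from 1795 control peaks), and 29 of the 34 others gave none. This is too many to exclude that explanation by the count of splits, because 7 libraries are left. Other values argue against that library alone carrying the change. Without it, 11 increased and 11 decreased DARs were still shared with GRWD-1 depletion, whose libraries do not include it. The correlation with the GRWD-1 log2 fold changes over all tested peaks was then 0.41. Of the 491 RPOA-2 DARs, 487 kept their direction, although these DARs were chosen with that library included. A larger change in that library stays open. The log2 fold changes without it had a median ratio of 0.788 to those with all libraries, the smallest for any library. The control peaks also changed without it, to 28852. With the control peaks of all 16 libraries kept, 163 DARs were called, against 34 with control peaks chosen again, still under the 491 with all libraries, so the control peaks may account for a part of the loss and not for all of it.

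Peaks near cuticle collagen genes were lower in both depletions. Over 140 peaks within 1 kb of the 5′ end of 119 such genes, the median log2 fold change was -0.07 upon RPOA-2 and -0.08 upon GRWD-1 depletion, and it stayed negative with library totals (-0.06 and -0.08) and without factors (-0.08 and -0.09). Of these peaks, 14 and 20 were decreased DARs and 0 increased DARs. Among the 119 peaks that were DARs in neither depletion, the median was -0.04 upon RPOA-2 and -0.059 upon GRWD-1 depletion, below the middle 95% of 10000 random lists matched on mean CPM (from -0.03 to 0.04 and from -0.03 to 0.02), which argues against a chance choice of genes. The age of the larvae may account for it, since the strains with TIR1 were collected after 24 h and the others after 18 h, and depletion and age cannot be told apart in these samples. The later time was chosen for the growth delay of the strains with TIR1, so more hours need not mean a later stage. Whether the larvae matched in stage was not tested here.

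The promoter-proximal share of DARs was set against higher counts and longer peaks among DARs. With a background matched on both, 2 of the 4 sets of DARs, those of GRWD-1, still passed the threshold and those of RPOA-2 did not, so a part of the promoter share cannot be told apart from these properties.

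DARs were compared between the outer and middle parts of the chromosomes, with two-sided Fisher's exact tests adjusted over 12 tests, on the hypothesis that heterochromatin on autosome arms opens. Increased DARs were on autosome arms in 181 of 270 (RPOA-2, odds ratio 1.09, adjusted p = 0.563) and 76 of 124 (GRWD-1, odds ratio 0.846, adjusted p = 0.474) of cases, so no such excess was found. Decreased DARs were there less often, with odds ratios of 0.574 (adjusted p = 0.0107) and 0.407 (adjusted p = 1.2e-07). The arms were drawn widely and held 65.1% of the autosome peaks that were not increased RPOA-2 DARs. In all these tests the other peaks were not matched to the DARs on mean count or length, so these properties may play a part. Decreased GRWD-1 DARs were on the X chromosome in 29.4% of cases (odds ratio 1.65, adjusted p = 0.00308), and the other 3 sets did not pass the threshold there, with odds ratios of 1.25 for decreased RPOA-2 (adjusted p = 0.339), 1.16 for increased RPOA-2 (adjusted p = 0.339) and 1.34 for increased GRWD-1 DARs (adjusted p = 0.200).

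At the genes labelled in Figure S5, the peak over icl-1 from 722838 to 728443 fell upon RPOA-2 depletion (log2 fold change -0.51, standard error 0.0803, adjusted p = 1.8e-07, edgeR) and by 0.24 upon GRWD-1 depletion (adjusted p = 0.0555, edgeR), and the difference between the effects had an adjusted p of 0.711. Without factors its adjusted p upon RPOA-2 depletion was 0.450, and with library totals its adjusted p upon GRWD-1 depletion was 0.0440. The second icl-1 peak and the peaks at nog-1, mlt-11 and cpr-4 passed the threshold in neither depletion. The peak over eor-1 had log2 fold changes of -0.18 (adjusted p = 0.612, edgeR) and 0.05 (adjusted p = 0.933, edgeR).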
